# Prediabetic changes in gene expression induced by aspartame and monosodium glutamate in *Trans* fat-fed C57Bl/6 J mice

**DOI:** 10.1186/1743-7075-10-44

**Published:** 2013-06-19

**Authors:** Kate S Collison, Nadine J Makhoul, Marya Z Zaidi, Angela Inglis, Bernard L Andres, Rosario Ubungen, Soad Saleh, Futwan A Al-Mohanna

**Keywords:** Gene expression, Nutrigenomics, Metabolic dysregulation, Adipose, Liver, Aspartame, Monosodium glutamate, Trans-hydrogenated fat

## Abstract

**Background:**

The human diet has altered markedly during the past four decades, with the introduction of *Trans* hydrogenated fat, which extended the shelf-life of dietary oils and promoted a dramatic increase in elaidic acid (*Trans*-18.1) consumption. Food additives such as monosodium glutamate (MSG) and aspartame (ASP) were introduced to increase food palatability and reduce caloric intake. Nutrigenomics studies in small-animal models are an established platform for analyzing the interactions between various macro- and micronutrients. We therefore investigated the effects of changes in hepatic and adipose tissue gene expression induced by the food additives ASP, MSG or a combination of both additives in C57Bl/6 J mice fed a *Trans* fat-enriched diet.

**Methods:**

Hepatic and adipose tissue gene expression profiles, together with body characteristics, glucose parameters, serum hormone and lipid profiles were examined in C57Bl/6 J mice consuming one of the following four dietary regimens, commencing *in utero* via the mother’s diet: [A] *Trans* fat (TFA) diet; [B] MSG + TFA diet; [C] ASP + TFA diet; [D] ASP + MSG + TFA diet.

**Results:**

Whilst dietary MSG significantly increased hepatic triglyceride and serum leptin levels in TFA-fed mice, the combination of ASP + MSG promoted the highest increase in visceral adipose tissue deposition, serum free fatty acids, fasting blood glucose, HOMA-IR, total cholesterol and TNFα levels. Microarray analysis of significant differentially expressed genes (DEGs) showed a reduction in hepatic and adipose tissue PPARGC1a expression concomitant with changes in PPARGC1a-related functional networks including PPARα, δ and γ. We identified 73 DEGs common to both adipose and liver which were upregulated by ASP + MSG in *Trans* fat-fed mice; and an additional 51 common DEGs which were downregulated.

**Conclusion:**

The combination of ASP and MSG may significantly alter adiposity, glucose homeostasis, hepatic and adipose tissue gene expression in TFA-fed C57Bl/6 J mice.

## Introduction

Obesity and nonalcoholic fatty liver disease (NAFLD) are comorbid conditions which are increasingly prevalent throughout the world [1]. Several dietary factors have been implicated as causative, including excessive sucrose, fructose and fat [2-4]. The human diet has changed greatly during the past four decades, with the introduction of partially-hydrogenated vegetable oils (*Trans* fats), which began replacing natural fats and oils in processed foods during the 1960s. *Trans* fat (TFA) has no nutritional value, and has been associated with major health deficits [5]. In 1994, it was estimated that TFA consumption could be linked to the approximately 20,000 fatalities from heart disease annually in the United States alone [6]. Increased abdominal adiposity has been shown to result from TFA-feeding in monkeys [7]; and increased visceral fat and hepatic lipid accumulation together with impaired insulin sensitivity were noted in rats consuming a low fat diet supplemented with 4.6% elaidic acid (*Trans*-18.1), which is the predominant lipid found in hydrogenated vegetable oils [8]. Furthermore, we have previously investigated the changes in hepatic and adipose tissue gene expression which accompany the increased adiposity and hepatic steatosis induced by TFA supplementation, and noted significant dysregulation in several key transcription factors controlling energy metabolism [9].

In addition to extending the shelf life of foods and reducing production costs, processed foods can be rendered more palatable by the use of food additives to preserve flavor and enhance taste [10]. Two of the most commonly consumed food additives are monosodium glutamate (MSG) which enhances flavor when combined with another savory odor [11]; and the low-calorie artificial sweetener aspartame [12], used to replace dietary sugar and fructose. However in rodents, neonatal injections of high doses of MSG promotes obesity and growth hormone defects together with hyperinsulinemia and elevated corticosteroid levels in adulthood [13-16]. This hypothalamic model of obesity may also be induced in the offspring of pregnant dams orally ingesting MSG [17-19]; and studies with radiolabeled ^3^H-glutamate have shown that glutamate given orally to pregnant mice can subsequently be detected in the maternal and fetal brains, livers and kidneys [20]. The mechanism behind the neuroendocrine disturbance caused by MSG is believed to involve glutamate-induced degeneration of those areas of the immature neonatal brain which are insufficiently protected by a mature blood–brain barrier, including regions which regulate growth and energy metabolism [13-19].

MSG has previously been demonstrated to cause hepatic microsteatosis and a NASH-type phenotype in rodents exposed to MSG neonatally [21]. We have previously shown that the combination of TFA and MSG can further modulate hepatic and adipose tissue gene expression, by increasing the transcription of genes involved in lipid mobilization and storage, together with an attenuation of the expression of several lipid catabolizing genes [9]. In both tissues, transcription factor Srebp1c was increased by TFA consumption; whereas in the adipose tissue, expression of the key transcription factor Peroxisome proliferator-activated receptor-gamma coactivator-1alpha (Ppargc1a) was reduced by 50% in TFA-fed mice, and reduced further to 25% by the combination of TFA and MSG. Ppargc1a is a potent transcriptional activator of glucose and lipid metabolism linking nutritional and hormonal signals and energy metabolism; and Ppargc1a-null mice develope systemic dyslipidemia and hepatic steatosis [22].

The low-calorie dipeptide artificial sweetener aspartame (ASP) is rapidly metabolized upon ingestion into its metabolic components phenylalanine, aspartate and methanol, in the ratio of 50:40:10 w/w/w [23]. Recently, chronic consumption of aspartame by mature rodents has been shown to cause hepatocellular injury and a reduction in hepatic antioxidant defense capacity [24]. Additionally, we have utilized a rodent model in order to investigate the interactive effects of chronic exposure to ASP and MSG, either alone or in combination [25]. We demonstrated that C57Bl/6 J mice exposed to ASP both *in utero* via the mother’s diet, and subsequently throughout the first five months of life, developed hyperglycemia and reduced insulin tolerance; and that the combination of ASP and MSG appeared to interact in further modulating insulin sensitivity in young C57Bl/6 J mice. Throughout the study, animal exposed to ASP and MSG were maintained on a Standard Chow diet, which has a relatively low fat content, (typically of between 5-10%), however this may not accurately reflect current dietary trends in the human population [26]. We were therefore interested to know how consumption of ASP and MSG might affect the physiology and gene expression of animals consuming a TFA -enriched diet, since in processed foods and restaurant fare, TFA, MSG and aspartame may frequently be consumed together in the same meal. Since TFA [7-9,27], ASP [24] and MSG [9,21] have all been implicated in hepatic dysfunction, our aim was to examine the development of hepatic steatosis, adiposity and changes in hepatic and adipose tissue gene expression in response to ASP and MSG, or a combination of both, in animals maintained on a TFA -enriched diet.

Because exposure to nutritional and environmental challenges during critical periods of early development can markedly effect metabolism in later life [28], and since differentiation of the rodent neuroendocrine system regulating energy homeostasis begins during gestation and continues for a significant period of time after birth [29], our study animals were exposed to these dietary manipulations *in utero* via the mother’s diet and throughout the first five months of life, using an experimental design similar to our previous NAFLD studies [9,30]. Concentrations of ASP and MSG used throughout this study were comparable with the Acceptable Daily Intake for both substances [31,32], which we believe makes our experimental paradigm an appropriate model for examining the interaction between commonly-consumed food additives. To our knowledge this is the first article to address the effect of these additives on hepatic and adipose tissue gene expression in a rodent nutrigenomics model.

## Materials and methods

### Animals and diets

Our study animals were bred from C57Bl/6 J mice obtained from The Jackson Laboratory (Maine, USA). Female breeders were housed and fed a standard chow diet until 6 weeks of age whereupon they were placed on one of 4 different dietary regimens for an adjustment period of 3 weeks prior to mating as described previously [9,30]. The four diet regimens used in this study were: [1]**TFA control diet**: consisting of 20% (w/w) Partially Hydrogenated Vegetable Shortening (Test Diet #5C4M containing 8.68% w/w *Trans* fatty acids; Test Diet Purina, USA), with *ad lib* drinking water [2]. **MSG + TFA diet**: TFA diet with *ad lib* drinking water containing 0.75 g/L of L -Glutamic acid monosodium salt hydrate (MSG catalog G1626 Sigma Aldrich) [3]. **ASP + TFA diet**: TFA diet with *ad lib* drinking water containing 0.25 g/L Asp-Phe methyl ester (aspartame, ASP, catalog A5139 Sigma Aldrich) [4]. **ASP + MSG + TFA diet:** TFA diet with *ad lib* drinking water containing 0.25 g/L aspartame and 0.75 g/L monosodium glutamate (see Additional file 1 for diet composition). Following mating, the 4 groups of breeder dams were maintained on their respective diets throughout the gestation, birth and nursing period. The offspring used in the following experiments were weaned onto the same maternal dietary regimen at 4 weeks of age and maintained on their respective diets for the duration of the study. Male offspring (n = 15 per diet group) were housed 3 to a cage in an identical manner as described above. Average body weight was assessed at 6 & 17 weeks of age. Percentage weight change between these two time-points was calculated as follows:

$$\begin{array}{ll} \%\;\mathrm{weight}\;\mathrm{change}\;= & \;(\mathrm{weight}\;\mathrm{at}\;17\;\mathrm{weeks}-\\ & \;\mathrm{weight}\;\mathrm{at}\;6\;\mathrm{weeks})/\mathrm{weight}{\;}^{*}100 \end{array}$$

mean ASP and MSG consumption were calculated from the amount of aspartame-water and MSG-water consumed, and expressed in mg per Kg body weight. At the conclusion of the study (20 weeks of age), overnight-fasted subjects were euthanized with a mixture of xylazine and ketamine, and the blood was collected for analysis of serum components. Concomitantly, the liver and the visceral fat (epididymal fat pads, together with adipose tissue associated with the reproductive organs and omental-mesenteric fat associated with the digestive organs) was carefully excised, rinsed in PBS buffer, blotted dry and weighed to the nearest 0.01 g. Tissues were either snap-frozen in liquid nitrogen for RNA isolation and hepatic lipid quantitation, or immediately placed in 5× volume of formalin for histological analysis. The breeding and care of the animals were in accordance with the protocols approved by the Animal Care and Use Committee of the King Faisal Specialist Hospital & Research Centre.

### Measurement of fasting serum glucose, hormone, and lipid profile

Overnight fasting blood glucose was measured from the tail vein of the 6-week and 17-week old experimental subjects using the Ascensia Contour glucometer (Bayer HealthCare, IN, USA). Additionally, total cholesterol (T-CHOL), and HDL-C concentrations were also measured in overnight fasted 17-week old mice using the Reflovet Plus instrument (Roche, F. Hoffmann-La Roche Ltd, Basel, Switzerland) as described in our previous studies [9,30]. A panel of murine hormones and cytokines relating to the metabolic syndrome (amylin, C-peptide, gastric inhibitory peptide GIP, insulin, leptin, MCP-1, resistin, and TNFα) were simultaneously analyzed using the Multiplex bead-based Mouse metabolic assay catalog# MMHMAG-44 K (Millipore, Billerica, MA, USA), according to manufacturer’s instructions. Samples and standards were processed using the Luminex 100/200 system with related xPONENT^®^ software (version 3.1; Luminex Corporation, Austin, TX, USA). A five-parameter logistic regression model with weighting was used to create standards curves (pg/mL) and calculate the mean of sample concentration from each triplicate. Homeostatic Model Assessment Index (HOMA-IR) values, a measure of insulin resistance, were calculated according to the established formula: (fasting serum glucose mM) * (fasting serum insulin μIU/ml)/22.5 [33].

### Liver and adipose tissue histology, and hepatic triglyceride quantitation

Formalin-fixed, paraffin-embedded liver and visceral cavity adipose tissues from each of the experimental subjects were processed, and 4 μm-thick serial sections were cut and stained with hematoxylin and eosin (H&E: liver) or trichrome (adipose tissue) according to standard laboratory procedures. After mounting with glycerol gelatin, images were captured using Axio Vision Rel4.5 software (Carl Zeiss). Levels of mouse liver triglyceride (Tg) were quantified using the Triglyceride Determination Kit TRO100 with appropriate triglyceride standards (Sigma Aldrich, MO, USA). Frozen liver samples from 20-week old mice were first powdered under liquid nitrogen and 120 mg of the frozen liver powder was weighed into 2 ml chloroform: methanol mix (2:1 v/v) and incubated for 2 hours at room temperature with continuous shaking. Following the addition of 0.2 vols H_2_O, vortexing and centrifuging at 2500 g, the lower phase chloroform containing the lipids was collected and dried under vacuum in a rotary evaporator for 5–6 hr. The dried pellets were resuspended in the reaction buffer provided in the Kit. Results were expressed as mean Tg (mg /g tissue) ± SEM, n = 15 per diet group.

### RNA isolation

Animals (n = 15 per diet group) were euthanized at 20 weeks of age by xylazine/ketamine intramuscular injection, and the liver and adipose tissues were rapidly removed and rinsed in PBS buffer as described above. After weighing, the tissues were snap-frozen for RNA extraction as described previously [9,30]. Total RNA was prepared using Qiagen RNeasy Kit (Qiagen, CA, USA) according to the manufacturer’s instructions and stored at −80°C. RNA integrity was measured using a 2100 Bioanalyzer instrument and an RNA 6000 Nano LabChip assay (Agilent Technologies, CA, USA). RNA concentrations were determined by absorption at 260-nm wavelength with an ND-1000 spectrometer (Nanodrop Technologies, DE, USA).

### Gene expression analysis

Gene expression in these samples was analyzed using 12 GeneChip (R) Mouse Gene 1.0 ST arrays representing 28,853 genes. We used 3 chips per diet group, and applied pooled RNA from 5 mice per chip (see Figure 1 for design of the microarray experiments). Targets were prepared and microarrays were processed as described in the Affymetrix GeneChip Whole Transcript Expression Analysis manual using the Ambion WT expression kit and Affymetrix WT Terminal Labeling Kit as per manufacturers’ instructions. Briefly, approximately 250 ng of total RNA was used to synthesize double-stranded DNA with random hexamers tagged with a T7 promoter sequence. The cDNA was used as a template for *in vitro* transcription. In the second cycle cDNA synthesis, random primers were used in reverse transcription to convert the cRNA into single-stranded DNA, which was fragmented, labeled, and hybridized to the array for 17 hours, then washed and stained using the Fluidics 450 station (Affymetrix, Santa Clara, CA). Arrays were scanned using the Affymetrix 3000 7G scanner and GeneChip Operating Software version 1.4 to produce.CEL intensity files. This software also provided summary reports by which array QA metrics were evaluated including average background, average signal, and 3′/5′ expression ratios for spike-in controls, β-actin, and GAPDH. Microarray data was deposited at the MIAME compliant NCBI gene expression hybridization array data repository (GEO: http://ncbi.nlm.nih.gov/geo) under accession #GSE38444 and GSE38445 (expression data from liver and adipose tissue respectively).

**Figure 1:**
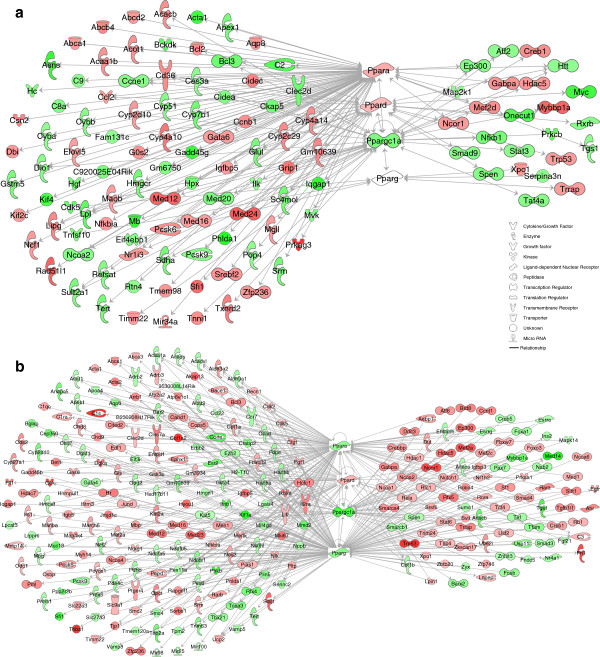
**Functional relationship networks of PPAR and PPAR-interacting DEGs responsive to ASP + MSG.** IPA-generated networks depict PPAR-interacting DEGs in **(a)** Liver &**(b)** Adipose (P < 0.01, stringency ≥ ± 1.4-fold change in expression).

### Quantitative PCR

Confirmation of microarray results was performed by quantitative PCR (qPCR) as previously described [30]. Total RNA (2 μg) was reverse transcribed using SuperScript II reverse transcriptase (Invitrogen, CA, USA). Subsequently, qPCR reactions were performed in triplicate using SYBR-Green 1 master mix (Roche Diagnostics IN, USA) and 10 ng cDNA as template. No template and no reverse transcriptase controls were included and products were analyzed by gel electrophoresis. Real time qPCR values for each target gene were calculated as a ratio of target gene expression level to GAPDH expression level in the same specimen. Statistical significance was assessed using a two-tailed t test assuming unequal variance of the biological replicates. Intron-spanning gene specific primers were designed using Primer 3 software and sequences are provided in Additional file 2: Table S2. DEGs that differed significantly (P < 0.01) in their regulation between the diet groups’ microarray analysis were selected, based on their biological relevance, and validated with the same samples by qPCR analysis. Ratios of expressions between the diet comparisons were calculated from the microarray data set and Pearson correlation analysis between the qPCR and microarray data were calculated.

### Data analysis

Morphological and biochemical data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s test. Differences were considered significant at P < 0.05. For identification of differentially expressed genes (hereafter termed DEGs), microarray analysis was performed using the Partek Genomic suite software version 6.3 (Partek, MO, USA) as previously described [9,30]. Probe set data were summarized and background adjusted using the GC-Robust Multi-Array (GCRMA) algorithm [34], as implemented in the microarray analysis software package. The GC-RMA algorithm is based on a linear additive model, and assumes that *Y*_*gij*_ = *O*_*gij*_ + *N*_*gij*_ + *S*_*gij*_, where *Y*_*gij*_ is the perfect match probe intensity value for probe *j* in probeset *g* on array *i*. *O*_*gij*_ is the corresponding “optical noise” due to laser scanning errors, *N*_*gij*_ is the corresponding “non-specific binding noise,” and *S*_*gij*_ is a quantity proportional to the actual abundance of target transcript in a sample, which allows for estimation of the “true” expression value. This method is used to reduce discrepancies in hybridization patterns from each of the three chips per diet group that might result from variables in target amplification, hybridization conditions, staining or probe array lot. All data were normalized using non-linear transformation termed Quantile Normalization to improve the linearity, normality & homoscedasticity of the data, which was further filtered to remove noise and extreme expression values. Additionally, all probesets without unique Entrez gene identifiers were removed from the analysis. We used a one-way ANOVA to test for diet interactions without correction for multiple testing. A significance value of 0.05 indicated that the gene was differentially regulated by diet. See Figure 1 for the design and analysis of the microarray experiments. In order to identify genes regulated in response to dietary manipulation, we used the False Discovery Rate (FDR) method [35] in which p-values were adjusted simultaneously across multiple subgroup comparisons. Contrasts were included in the model based on the comparison of interest. All further sub-lists were created using genes that passed the FDR adjusted ANOVA p-value as well as fold change criteria. A significance value of 0.05 indicated that the gene was differentially regulated by diet with a stringency of 1.4-fold change in expression values. For identification of diet-induced differentially expressed genes we considered the comparison of three conditions (TFA versus ASP + TFA; TFA versus MSG + TFA; and TFA versus ASP + MSG + TFA). All resultant genes and expressed sequence tags (ESTs) meeting the criteria for ASP- and MSG-induced differential expression were classified as relatively upregulated or downregulated compared to TFA. Genes fulfilling these criteria were ascribed genome-wide significance using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) annotation [36]. Ingenuity Pathways Analysis (IPA: http://www.ingenuity.com) was used for detection of gene ontology, canonical pathways analysis, with significant transcripts in diet groups compared to control. Networks of biologically related genes were also created using IPA. Heat maps of the gene/ESTs expression data were generated using Matlab (version 7.6, The MathWorks, Inc. USA) and Partek.

## Results

### A combination of aspartame and MSG in a *Trans* fat diet promotes hyperglycemia, and increases adiposity and hepatic steatosis

The experimental design is outlined in Additional file 3. There were no significant differences in food and water intake between the 4 different diet groups (data not shown). Mean TFA consumption was 0.02 g/Kg body weight. Mean aspartame (ASP) and monosodium glutamate (MSG) consumption in the drinking water was 43.54 ± 1.42 mg/Kg body weight and 130.03 ± 5.61 mg/Kg body weight respectively. Histologically, livers presented with indications of micro- and macrosteatosis, with the ASP + MSG diet apparently resulting in the highest degree of overall steatosis compared to the other diet groups (see Additional file 4). Trichrome staining of adipose tissue taken from visceral depots showed a non-significant increase in the apparent size of adipose tissue cells.

Whilst there were no apparent differences in the mean body weight or weight of liver tissue between all 4 diet groups, the weight of visceral adipose tissue in the ASP + MSG + TFA diet group was significantly greater than all three other diet groups, suggesting the development of obesity (Table 1, P = 0.001). Additionally, levels of plasma free fatty acids (FFA) were significantly elevated in both MSG-containing diet groups (MSG + TFA and ASP + MSG + TFA). These two diet groups also had the highest levels of hepatic triglyceride (TG) content indicative of hepatic steatosis (P ≤ 0.001).

**Table 1:** Body characteristics and biochemical, lipid and hormone profile of experimental subjects

	**TFA**	**MSG + TFA**	**ASP + TFA**	**ASP + MSG + TFA**	**Sig.**
Body Weight (g)					
6-week	20.07 ± 0.43	21.29 ± 0.28	20.94 ± 0.26	21.03 ± 0.32	0.06
17-week	31.58 ± 0.77	32.99 ± 0.59	31.37 ± 0.58	32.36 ± 0.87	0.31
% Weight Change	57.58 ± 2.85	54.91 ± 1.59	50.19 ± 3.44	54.78 ± 2.38	0.27
Adipose Weight (g)	1.08^**a**^ ± 0.13	1.36^**ab**^ ± 0.09	0.98^**a**^ ± 0.16	1.67^**b**^ ± 0.14	0.001
Liver Weight (g)	1.25 ± 0.06	1.23 ± 0.05	1.30 ± 0.03	1.33 ± 0.06	0.49
Liver Triglyceride (mg/ml)	8.12^**a**^ ± 0.65	12.14^**b**^ ± 1.00	9.90^**ab**^ ± 1.16	13.33^**b**^ ± 0.84	0.001
T_CHOL (mmol/dL)	121.60^**a**^ ± 1.34	121.67^**a**^ ± 3.25	127.0^**ab**^ ± 1.62	130.13^**b**^ ± 1.54	0.01
HDL (mmol/dL)	87.43 ± 4.08	89.39 ± 4.61	96.75 ± 1.22	98.09 ± 2.91	0.08
Free Fatty Acids (μM)	156.99^**ab**^ ± 4.59	177.36^**bc**^ ± 7.73	146.2^**a**^ ± 5.30	190.03^**c**^ ± 5.36	<0.0001
Fasting Glucose (mg/dL)					
6-week	45.00^**a**^ ± 2.10	52.03^**ab**^ ± 3.41	62.50^**b**^ ± 3.09	92.50^**c**^ ± 3.87	<0.0001
17-week	98.53^**ac**^ ± 8.05	117.43^**ab**^ ± 10.21	81.97^**c**^ ± 6.53	132.90^**b**^ ± 8.23	<0.001
Insulin (pg/ml)	525.5 ± 55.6	552.51 ± 56.57	539.73 ± 43.84	606.46 ± 54.50	0.75
HOMA-IR	3.65^**a**^ ± 0.38	4.67^**ab**^ ± 0.27	3.06^**a**^ ± 0.31	5.86^**b**^ ± 0.70	<0.001
C-Peptide (pg/ml)	1761.88^**a**^ ± 200.3	1708.5^**a**^ ± 123.17	1078.42^**b**^ ± 86.51	1994.65^**a**^ ± 150.65	<0.001
Amylin (pg/ml)	58.38 ± 5.39	58.82 ± 5.55	64.74 ± 4.24	59.75 ± 4.82	0.81
GIP (pg/ml)	129.13^**ab**^ ± 17.9	95.46^**b**^ ± 7.37	143.68^**c**^ ± 11.91	113.75^**ac**^ ± 8.69	0.04
Leptin (pg/ml)	5096.68^**a**^ ± 662.7	9073.34^**b**^ ± 1319.8	5460.9^**a**^ ± 979.17	10917.55^**b**^ ± 716.01	<0.001
MCP-1 (pg/ml)	69.06^**a**^ ± 7.26	55.09^**a**^ ± 6.03	69.05^**a**^ ± 7.96	39.58^**b**^ ± 4.53	0.01
Resistin (ng/ml)	25.24 ± 1.64	23.12 ± 1.33	21.64 ± 1.24	25.33 ± 1.67	0.26
TNF-α (pg/ml)	11.35^**a**^ ± 1.35	7.77^**a**^ ± 1.97	9.59^**a**^ ± 1.40	30.56^**b**^ ± 11.44	0.03

*HOMA*-IR Homeostasis model of assessment of insulin resistance, *GIP* Gastric inhibitory polypeptide, *MCP*-1 Monocyte chemotactic peptide-1. Data are presented as Means ± SEM (n = 15 per diet group). Significant differences in Means are indicated using different letters *abc* for p-value of <0.05.

Fasting blood glucose levels were highest in the ASP + MSG + TFA diet group at both 6 and 17 weeks of age (Table 1, P < 0.001). At 17 weeks of age, fasting blood glucose levels were markedly higher than the levels at 6 weeks; and the combination of ASP + MSG in the TFA -fed mice elevated fasting glucose to pre-diabetic levels [37]. Analysis of hormones and cytokines related to the development of obesity and hepatic steatosis showed that both MSG-containing diet groups had significantly higher levels of serum leptin and TNFα (MSG + TFA and ASP + MSG + TFA diet mice, Table 1, P <0.05). Fasting serum insulin levels were increased by 15% in ASP + MSG + TFA diet mice although this observation failed to reach statistical significance. However, the HOMA-IR index, an indicator of insulin resistance, was significantly increased by 56% in ASP + MSG + TFA diet mice (P < 0.001). Levels of serum amylin and resistin were not significantly affected by the food additive diets. In summary, the addition of MSG to the TFA diet raised hepatic triglyceride and serum leptin levels. The combination of ASP + MSG promoted visceral adiposity, and elevated hepatic triglyceride levels, serum FFA, fasting blood glucose, TNFα and HOMA-IR index in *Trans*-fat fed mice.

We next used Pearson correlation analysis In order to further understand the mechanism behind the increased hepatic triglycerides and visceral fat observed in the ASP and MSG-fed mice. Significant correlations between levels of hepatic triglyceride content and adipose tissue weight, FFA, serum cholesterol and leptin were apparent, suggesting the possibility that the mechanism behind the lipid accumulation in the liver could be via increased adipose tissue mass and flux of FFA to the liver. HOMA-IR, a strong indicator of the development of insulin resistance, correlated with body and adipose tissue weight, fasting glucose, insulin, C-peptide, leptin and resistin (Table 2, P < 0.05).

**Table 2:** Correlations of HOMA-IR and hepatic triglyceride (TG) levels with markers of weight gain, adiposity and dyslipidemia

	**Liver TG (mg/ml)**	**HOMA-IR**
Body weight (g)		
6-week	.031	.338^*^
17-week	.319^*^	.575^**^
Weight gain (%)	.355^**^	.387^**^
Adipose weight (g)	.565^**^	.551^**^
Liver weight (g)	.358^**^	.174
Liver TG (mg/ml)	1	.263
T_CHOL (mmol/dL)	.439^**^	-.027
Free fatty acids (μM)	.361^*^	.119
Fasting glucose (mg/dL)		
6-week	.268^*^	.436^**^
17-week	.428^**^	.693^**^
Insulin (pg/ml)	-.063	.742^**^
HOMA-IR	.260	1
C-peptide (pg/ml)	.235	.620^**^
Leptin (pg/ml)	.555^**^	.519^**^
MCP-1 (pg/ml)	-.376^*^	-.207
Resistin (ng/ml)	-.044	.403^**^

Significant correlations are indicated in bold by ** at the 0.01 level and * at the 0.05 level (2-tailed). *TG* triglyceride.

Significant correlations are indicated in bold by ** at the 0.01 level and * at the 0.05 level (2-tailed). *TG* triglyceride.

### Aspartame and MSG modify hepatic and adipose tissue gene expression

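Liver RNA was measured with Affymetrix Mouse Gene 1.0 ST arrays, on which most genes are read by several probe sets along their exons and others by 1. The 12 arrays covered the TFA, MSG + TFA, ASP + TFA and ASP + MSG + TFA diets, with 3 arrays per diet. Each array held RNA pooled from the livers of 5 male C57Bl/6J mice aged 20 weeks, so that the 15 mice of a diet filled 3 pools. MSG, a flavour enhancer, was given at 0.75 g/L and aspartame, a sweetener, at 0.25 g/L in the drinking water, alone or together. The authors background-adjusted and summarized the arrays with GCRMA and quantile-normalized them, and the deposited value of a probe set is a linear intensity. The median intensity of an array lay between 6.91 and 6.96 on the log2 scale, with a lowest linear value of 14.8 and a highest of 68604 over all arrays. Probe sets with a single gene symbol, 212097 in number, were tested after a log2 transformation, one by one and as the mean over the probe sets of each of 20416 genes. A gene had a median of 8 probe sets. Diets were compared with limma over all 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. They measure the spread between pools, and the number of arrays limits the precision. On simulated data the test called 53.7% of genes changed 1.4-fold and 94.3% of genes changed 2-fold. The simulated noise was independent between genes, which that of the pools is not, so these shares may not carry over. Transcripts of other tissues differed between the pools. The mean log2 intensity of 14 pancreatic acinar markers was 8.33 in ASP + TFA pool 3 and 7.49 and 7.74 in ASP + MSG + TFA pools 1 and 2, while the other pools lay between 5.82 and 7.01. For 14 skeletal muscle markers it was 6.61 to 7.05 in the TFA pools and 5.95 to 6.52 in the pools of the other diets.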

Microarray analysis of hepatic and adipose tissue gene expression was used in order to further examine the mechanism behind the diet-induced changes in adiposity and glucose homeostasis. We used Affymetrix Mouse Gene 1.0 ST expression arrays to determine differences in global gene/Expressed Sequence Tags (ESTs), identifying10,117 hepatic gene transcripts and almost 3 times that number (28,101) of adipose tissue transcripts, with a significant p-value of 0.05 for diet (see Additional file 3). 

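Among all genes, Myc, a transcription factor that drives cell growth, differed between the 4 diets with the smallest adjusted p (0.00140, limma F test). The forkhead factor Foxq1 (adjusted p = 0.0174), the stress-inducible Gadd45g (adjusted p = 0.0303) and Phlda1 (adjusted p = 0.0354) differed too, as did Ttn, the sarcomere protein titin (adjusted p = 0.0371). Among genes with very low signal in liver, the keratin-associated Krtap31-1 (adjusted p = 0.0174) and the bitter taste receptor Tas2r109 (adjusted p = 0.0260) also passed. In total 23 of 20416 genes passed an adjusted p under 0.05, and 1872 (9.17%) an unadjusted p under 0.05. None of 18 hepatocyte markers, such as albumin, changed with any additive over all genes, and 1 fell with ASP + MSG when adjusted over the list alone. Their median log2 fold changes were -0.0030 with MSG, 0.040 with ASP and -0.0066 with ASP + MSG (camera adjusted p = 0.932, 0.848 and 0.738). At the level of single probe sets, 18011 of 212097 (8.49%), from 9233 genes, had an unadjusted p under 0.05 for diet in limma's F test, and 0 passed after adjustment. A plain one-way analysis of variance gave 16787.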

In order to identify the impact of consumption of ASP, MSG or a combination of both on gene expression in *Trans* fat-fed mice, we next identified subsets of ASP-induced and MSG-induced DEGs using a false discovery rate as described by Benjamini and Hochberg, with a significance set at 0.05 and a stringency of ± 1.4-fold. 

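Ttn, which encodes the giant muscle protein titin, supplied 13 of the 20 liver probe sets that passed an adjusted p under 0.05 and a 1.4-fold change in any comparison with TFA, all of them lower with ASP, at log2 fold changes of -3.38 to -1.60. Other muscle transcripts among them were Myh6, a myosin heavy chain, at -1.72, Tnnc2, fast skeletal troponin C, at -1.98, and Atp2a1, the calcium pump of fast muscle, at -2.73. Single probe sets of Efcab5 (-1.45) and Ptprg (-1.68) were lower with ASP as well. Higher with ASP were 1 probe set each of Slc6a18, an amino acid transporter (1.92), and Coq7, an enzyme of coenzyme Q synthesis (1.53). With ASP + MSG, 1 probe set of Slc6a18 (1.70) and 2 of Ttn (-2.70 and -2.29) passed. Slc6a18, Coq7, Efcab5, Ptprg and Myh6 were chosen for naming after their values were seen. With MSG alone limma called 0 probe sets, against 13720 at an unadjusted p under 0.05, and a plain one-way analysis of variance also called 0. The skeletal muscle marker mean was higher in the TFA pools than in every other pool. The count in any comparison was 0 without TFA pool 2 or 3 or any 1 of the ASP + TFA pools, 2, 7 and 4 without ASP + MSG + TFA pools 1, 2 and 3, and 32, 7 and 11 without MSG + TFA pools 1, 2 and 3.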

We identified 8327 liver transcripts which were differentially expressed by either ASP, MSG or a combination of the two compared to the TFA-fed control, and a corresponding 11,600 adipose tissue transcripts. These DEGs were further bifurcated into either down- or up-regulated in response to the food additives (see Additional file 5). We identified subsets of 1715 DEGs upregulated by ASP in the liver and 2599 DEGs upregulated by ASP in the adipose tissue. 

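Hist1h3a, a gene of the core histone H3, rose most among the named genes with ASP, from a log2 intensity of 5.35 ± 0.365 in TFA-fed controls to 7.14 ± 0.362 (SD, n = 3 pools each; log2 fold change 1.79, limma adjusted p = 0.0295). The keratin-associated Krtap31-1 rose by 0.91 (standard error 0.104, adjusted p = 0.00525) and the casein kinase sequence Csnk2a1-rs2 by 0.70 (adjusted p = 0.00829) on the log2 scale. Ucn2, a stress peptide of the corticotropin-releasing family, rose by 0.62 (adjusted p = 0.0295). The taste receptor Tas2r109 (0.56), the β-defensin Defb11 (0.50), Magea8 (0.45), EG667677 (0.81) and the pseudogene Sprr2j-ps (0.59) rose too, with adjusted p from 0.0123 to 0.0477. In each of these genes all 3 ASP + TFA pools lay above all TFA pools. Their signal was low, with TFA means of 5.1 to 6.45, below the median of every array. None of them was measured in the setting with the brighter probe sets only. All but Sprr2j-ps and Magea8 are read by 1 probe set. At the gene level 24 genes rose with ASP at an adjusted p under 0.05. Of the 59 genes that changed in either direction, 52 changed at least 1.4-fold and 33 were unnamed gene models or olfactory and vomeronasal receptors. At the probe set level 2 were higher and 18 lower. Krtap31-1 and Csnk2a1-rs2 passed under every alternative set before the data were examined in which they were measured, at adjusted p of 5.79e-04 to 0.0242 and 0.00193 to 0.0498, but not with the muscle marker mean as a covariate (adjusted p = 0.136 and 0.261), an alternative added later. Each other gene named here lost its call without at least 1 pool, for Hist1h3a without TFA pools 2 or 3 or any 1 of the ASP + TFA pools (adjusted p up to 0.133). The count of 59 was 26, 7 and 21 without TFA pools 1, 2 and 3, 26, 13 and 36 without ASP + TFA pools 1, 2 and 3, and 36 without ASP + MSG + TFA pool 1.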

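With MSG alone, Tas2r109, a bitter taste receptor with a low signal in liver, was the only gene that rose at an adjusted p under 0.05, from a log2 intensity of 6.00 ± 0.0477 in TFA to 6.60 ± 0.0669 in MSG + TFA livers (SD, n = 3 pools each; limma adjusted p = 0.0187). The genes next in order of p did not pass. They included Atp5j, a subunit of mitochondrial ATP synthase (log2 fold change 0.56, adjusted p = 0.266), the keratin-associated Krtap24-1 (0.55, adjusted p = 0.200) and Ugt1a5, a glucuronosyltransferase (0.53, adjusted p = 0.481). Gm8936 (-0.98), Gm4838 (-0.83) and Gm7285 (-0.80), all unnamed gene models chosen for naming after their values were seen, fell. In total 4 genes changed with MSG, and 566 genes were higher and 622 lower at an unadjusted p under 0.05. Tas2r109 is read by a single probe set, and its adjusted p was above the threshold without any 1 of the 3 TFA or 3 MSG + TFA pools, with a highest value of 0.191 over the alternatives set before the data were examined.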

In both tissues, MSG upregulated the lowest number of DEGs: 1017 in the liver and 1249 in the adipose tissue. Interestingly, the combination of ASP + MSG upregulated the highest number of DEGs in the adipose tissue (2691) compared to approximately half as many in the liver (1148). 

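Myc, whose product drives growth and proliferation, fell most with ASP + MSG among the named genes. Its log2 intensity was 8.46 ± 0.166 in TFA and 6.61 ± 0.165 in ASP + MSG + TFA livers (SD, n = 3 pools each), a log2 fold change of -1.85 (standard error 0.190, limma adjusted p = 0.00283) seen in all 3 of its probe sets. Gadd45g, a stress-inducible growth arrest gene, fell from 8.47 ± 0.146 to 7.57 ± 0.0856 (log2 fold change -0.89, adjusted p = 0.0397), and Foxq1, a forkhead transcription factor, from 7.66 ± 0.102 to 6.95 ± 0.158 (-0.71, adjusted p = 0.0222). EG634650 fell as well (-0.84). The other 4 genes that fell were unnamed gene models that were lower with each single additive too. Their log2 fold changes were -0.33 to -0.98 with MSG and -0.41 to -0.94 with ASP. Phlda1 (-1.08) and the polo-like kinase Plk3 (-0.92) had an adjusted p of 0.0500 that did not pass. With ASP + MSG limma found 0 genes higher at an adjusted p under 0.05, against 1159 at an unadjusted p under 0.05. The number was 9 without ASP + TFA pool 3, 2 without MSG + TFA pool 2 or ASP + TFA pool 1, 1 without MSG + TFA pool 3 or ASP + TFA pool 2, 31 with array weights and 4 with the replicate block. The cytochrome P450 Cyp2b9 had a log2 fold change of 2.20 (adjusted p = 0.0998), Npnt, a matrix protein, 0.56 (adjusted p = 0.0821), Ppp1r3c, which targets a phosphatase to glycogen, 0.77 (adjusted p = 0.129) and G0s2, an inhibitor of triglyceride lipase, 0.62 (adjusted p = 0.162). Myc passed under every alternative set before the data were examined, with adjusted p of 3.90e-04 to 0.0360, but not without the 3 pools with the most acinar transcripts (log2 fold change -1.67, adjusted p = 0.0995), an alternative added later that leaves 1 ASP + MSG + TFA pool. Foxq1 no longer passed without any 1 of the TFA pools or ASP + MSG + TFA pools 1 or 2 (adjusted p up to 0.126), EG634650 without TFA pools 1 or 2 or the same ASP + MSG + TFA pools, and Gadd45g without any 1 of the TFA or ASP + MSG + TFA pools, MSG + TFA pool 2 or ASP + TFA pool 1 (up to 0.175).

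**Figure D1:**
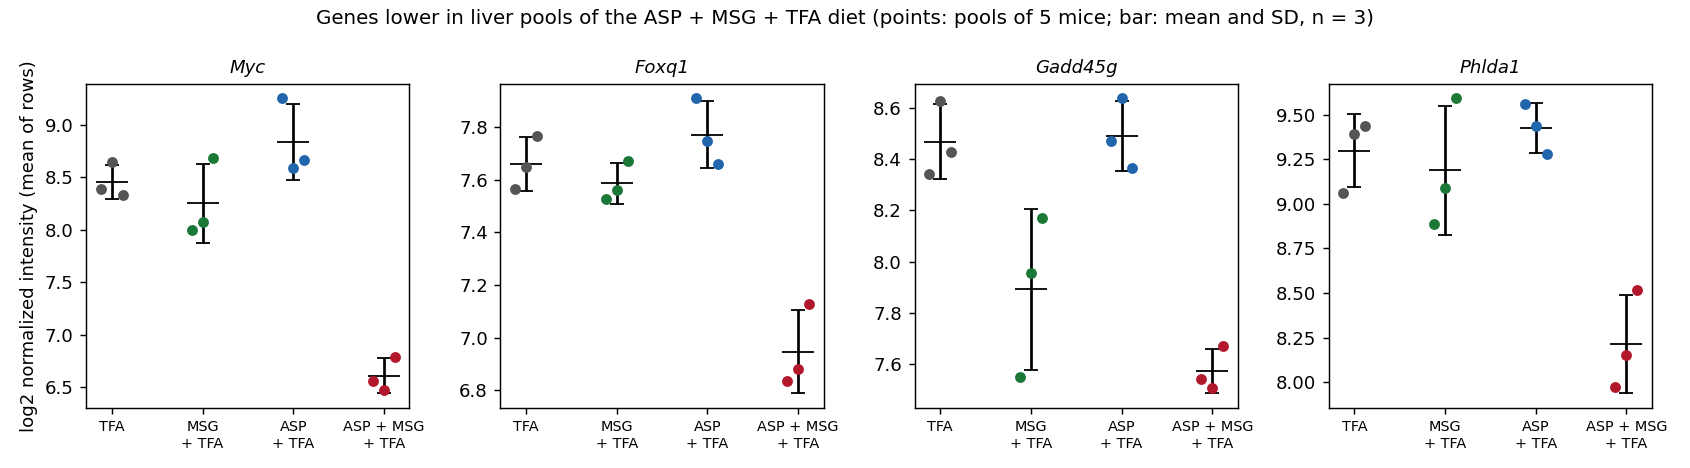
Log2 intensity of Myc, Foxq1, Gadd45g and Phlda1 in each liver pool (points) of the 4 diets, with the mean and SD of each diet as bars. The 3 ASP + MSG + TFA pools have a mean of 6.61 for Myc against 8.46 in the TFA pools.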

Broadly speaking, the number of ASP- and MSG-induced downregulated DEGs was similar to the number upregulated, the exception being in the adipose tissue, where MSG down-regulated approximately half the number of upregulated DEGs. 

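Skeletal muscle genes made up most of the named genes that fell with ASP. The muscle marker mean was 6.61 to 7.05 in the TFA pools and 5.95 to 6.52 in all others. Muscle tissue at collection and an effect of the diet on liver thus cannot be told apart for these genes. Acta1, the skeletal muscle actin, fell from a log2 intensity of 8.51 ± 0.446 to 6.71 ± 0.167 (SD, n = 3 pools each; limma adjusted p = 0.0353). Tnnt3, fast troponin T (log2 fold change -1.35, adjusted p = 0.0262), Ckm, the muscle creatine kinase (log2 fold change -0.87, adjusted p = 0.0370), and the myosin heavy chains Myh1 (adjusted p = 0.0225) and Myh2 (adjusted p = 0.0393) fell too. Of 14 muscle markers, 7 fell with ASP and none rose (10 fell when adjusted over the list alone), with a median log2 fold change of -0.81 (camera adjusted p = 8.68e-21, and adjusted p = 0.674 with an estimated correlation). With MSG the same list had a median of -0.74 (12 fell when adjusted over the list alone; camera adjusted p = 1.16e-24, and adjusted p = 0.674 with an estimated correlation), with Tnnt3 at -1.23 and Ckm at -0.82, neither past the threshold over all genes. With ASP + MSG its median was -0.58 (11 fell when adjusted over the list alone; camera adjusted p = 6.41e-13, and adjusted p = 0.814 with an estimated correlation). Lower at an adjusted p under 0.05 were 3 genes with MSG, 35 with ASP and 8 with ASP + MSG. When 1 pool was left out, the genes changed in either direction ranged from 3 to 6 with MSG and from 7 (without TFA pool 2) to 63 with ASP. At an unadjusted p under 0.05 and a 1.4-fold change, 5257 probe sets were higher and 6162 lower with MSG, 9324 higher and 8303 lower with ASP, and 6708 higher and 7157 lower with ASP + MSG. Each muscle gene named here lost its call without at least 1 pool, Acta1 without TFA pools 2 or 3, any 1 of the ASP + TFA pools or ASP + MSG + TFA pool 1, and Tnnt3 without TFA pools 2 or 3 or ASP + TFA pools 1 or 2, at adjusted p of up to 0.159 and 0.127. The 8 genes lower with ASP + MSG were 1, 3 and 4 genes without TFA pools 1, 2 and 3, 16 without ASP + TFA pool 3, and 1 and 3 without ASP + MSG + TFA pools 1 and 2.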

In summary, in terms of global gene activation, the adipose tissue appears to be more responsive to dietary manipulation compared to the liver, and the combination of ASP + MSG induced the highest number of DEGs compared to either food additive alone.

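The response of Myc to ASP depended on MSG. ASP + MSG livers had less Myc than ASP livers (log2 difference -2.23, limma adjusted p = 2.74e-04) and than MSG livers (-1.64, adjusted p = 0.0117), and the interaction of the additives was -2.03 (adjusted p = 0.0151). Foxq1 (log2 fold change -0.82, adjusted p = 0.0107), Phlda1 (log2 fold change -1.21, adjusted p = 0.0367) and Gadd45g (log2 fold change -0.92, adjusted p = 0.0415) were lower with ASP + MSG than with ASP as well. Ppih, a cyclophilin of the spliceosome, had log2 fold changes against TFA of -1.15 with MSG and -1.11 with ASP but none of that size with both, an interaction of 2.26 (adjusted p = 0.0151). The noncoding Dleu2 (0.96), the palmitoyltransferase Zdhhc24 (-0.70) and Csnk2a1-rs2 (-0.87) also passed. Ppih, Dleu2 and Csnk2a1-rs2 are each read by 1 probe set. Dleu2 was lower than in TFA with each additive diet (-0.62 with MSG, -0.76 with ASP and -0.42 with both). A difference of the TFA pools alone from all others would give an interaction of this sign as well. In all, 14 genes had an interaction at an adjusted p under 0.05, 7 positive and 7 negative. Between ASP + MSG and ASP 5 genes differed, all lower, and between ASP + MSG and MSG 1 gene. The interaction count was 3 and 5 without TFA pools 1 and 2, 6 without MSG + TFA pool 3, 8 without ASP + TFA pool 2, and 7 and 1 without ASP + MSG + TFA pools 1 and 2. The count of 5 was 45 without ASP + TFA pool 3, 9 without ASP + MSG + TFA pool 3, 2 without TFA pools 1 or 3, MSG + TFA pool 2 or ASP + MSG + TFA pool 1, and 1 without ASP + TFA pools 1 or 2 or ASP + MSG + TFA pool 2, while the count of 1 was 4 without ASP + MSG + TFA pool 3 and 0 without pools 1 or 2. From the numbers of DEGs in each tissue and diet, the paper proposes that adipose tissue responded more than liver. It also states that the combination gave more DEGs than either additive. In liver here, 59 genes changed with ASP, 8 with ASP + MSG and 4 with MSG. The paper's own liver counts of higher transcripts were 1715, 1148 and 1017. Such counts do not test a difference between diets.

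**Figure D2:**
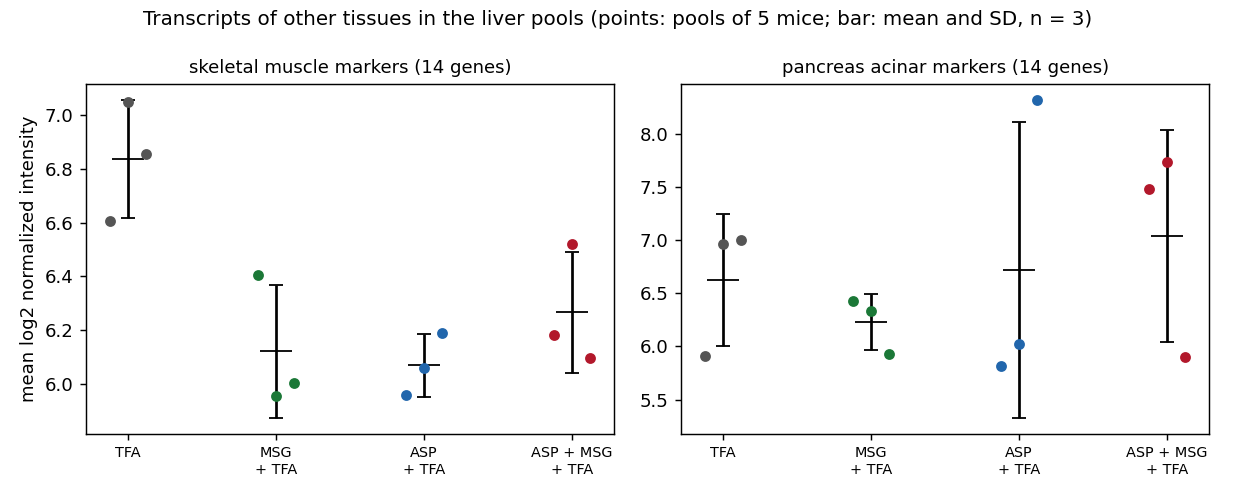
Mean log2 intensity of 14 skeletal muscle markers and 14 pancreatic acinar markers in each liver pool (points) of the 4 diets. All TFA pools are at 6.61 or above for muscle and all others at 6.52 or below, and ASP + TFA pool 3 has the highest acinar mean, 8.33.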

### Functional gene ontology analysis of food additive-responsive DEGs

In order to further classify the nature of the food additive-responsive gene activation in TFA -fed mice, we examined the functional gene ontologies of the diet-responsive DEGs in both liver and adipose tissue. Additional file 6 summarizes the main significant ontologies of up- and down-regulated DEGs induced by ASP, MSG or a combination of the two, in the livers and adipose tissue of TFA -fed mice. 

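With MSG, genes activated by PPARα, the nuclear receptor of fatty acid breakdown, were called higher as a group with the preset correlation only. Of 30 measured, 26 had a positive log2 fold change, with a median of 0.13 (camera adjusted p = 1.11e-04, and adjusted p = 0.828 with an estimated correlation). None passed alone, over all genes or adjusted over the list alone. Their smallest p-values belonged to the acyl-CoA thioesterases Acot4 (0.33 ± 0.123, standard error) and Acot3 (0.53 ± 0.233) and the peroxisomal enzyme Ehhadh (0.23 ± 0.109), on the log2 scale. Among 27 genes of blood vessel growth none passed, over all genes or adjusted over the list alone, and the median was 0.0075 (camera adjusted p = 0.771). Notch1, a receptor in vessel patterning, had a log2 fold change of 0.41 (standard error 0.114, limma adjusted p = 0.481), with all 3 MSG + TFA pools above all TFA pools, and the semaphorin receptor Nrp1 -0.19. For 18 genes of lipid hydrolysis and uptake the median was 0.046 (camera adjusted p = 0.455). Lpl, the lipoprotein lipase, had a log2 fold change of -0.33 (adjusted p = 0.785) and the fatty acid carrier Fabp4 -0.17. The median over 18 genes of bile acid synthesis and sterol transport was 0.048 (camera adjusted p = 0.332). In both of these lists no gene passed, over all genes or adjusted over the list alone.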

MSG induced hepatic gene expression related to blood vessel morphology, transportation of molecules, and uptake of lipids. Conversely, genes related to RNA expression, proliferation, mitosis and xcell death were down-regulated. 

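Cell cycle genes did not pass the test with MSG. Their mean log2 intensity was 6.21 to 6.33 over all pools, below the median of every array, so the list could show little of a fall. Over 31 measured the median log2 fold change was -0.024 (camera adjusted p = 0.645), and none changed over all genes or adjusted over the list alone. The cyclin Ccne2 had a log2 fold change of -0.27 ± 0.102 (standard error; limma adjusted p = 0.774), the replication factor Mcm5 -0.15, the mitotic kinase Plk1 -0.16 and the spindle checkpoint kinase Bub1 0.17. For RNA synthesis, the 29 subunits of Mediator, which links transcription factors to RNA polymerase, had a median of 0.0028 and a mean of -0.0057, with a negative test sign (camera adjusted p = 0.954). The median was -0.032 for 26 ribosomal proteins (camera adjusted p = 0.151) and -0.032 for 18 immediate early and heat shock genes (camera adjusted p = 0.117). Genes of the unfolded protein response, which can lead to cell death, fell as a group with MSG, with a median of -0.13 over 21 genes and 17 negative values (camera adjusted p = 0.0163, and adjusted p = 0.970 with an estimated correlation). Creld2 had a log2 fold change of -0.58 ± 0.237, the transcription factor Xbp1 -0.18 ± 0.0884, and Trib3 0.25 ± 0.101 (standard errors). No gene of these last 4 groups passed over all genes or adjusted over the list alone. The group's call ended without TFA pools 2 or 3 or MSG + TFA pools 1 or 2.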

In adipose tissue, MSG induced genes with ontologies related to vasculogenesis, proliferation and quantity of mononuclear leukocytes, whereas genes relating to glucose metabolism disorders and Diabetes Mellitus were down-regulated (p < 0.05).

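With ASP, the ribosomal proteins, which build the machinery of protein synthesis, were called lower as a group with the preset correlation only. The median log2 fold change was -0.029 over 26 genes, 17 of them negative and 9 positive (camera adjusted p = 0.0257, and adjusted p = 0.828 with an estimated correlation). Rpl5 had a log2 fold change of -0.55 ± 0.162 (standard error), Rpl7 -0.32 ± 0.0819 and Rps6 -0.30 ± 0.108, with all 3 ASP + TFA pools below all TFA pools in each. None of the 26 passed over all genes, and 1 fell when adjusted over the list alone. Peroxisomal genes did not pass, with a median of 0.018 over 24 genes of peroxisomal β-oxidation and biogenesis (camera adjusted p = 0.905). The epoxide hydrolase Ephx2 was at 0.21 (limma adjusted p = 0.351) and Pex11a, which divides peroxisomes, at 0.27. Among 27 genes of blood vessel growth the median was 0.0086, while the test had a negative sign (camera adjusted p = 0.995). Notch1 had a log2 fold change of 0.23 (adjusted p = 0.527), the growth factor Pdgfb 0.16 and Nrp2 0.19. For 29 Mediator subunits the median was 0.068 (camera adjusted p = 0.672), with Med11 at -0.37, Med7 at -0.27 and Med13l at 0.29. Genes of the urea cycle and amino acid breakdown had a median of 0.042 over 24 (camera adjusted p = 0.995). No gene of these 4 groups passed over all genes or adjusted over the list alone. The fall of the ribosomal proteins was no longer called without TFA pool 3 or ASP + TFA pool 3.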

A different pattern of gene expression ontologies was seen in ASP-treated mouse tissues, with the significant upregulation of genes involved in the organization of the cytoplasm, morphology of blood vessels and angiogenesis, and the down-regulation of genes with ontologies relating to hepatic protein metabolism, organization of peroxisomes and expression of RNA (see Additional file 6). ASP-induced genes relating to cell proliferation and the development of blood vessels were upregulated in the adipose tissue of TFA -fed mice; whereas down-regulated ontologies included adipogenesis and the proliferation of immune cells. 

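Genes of fatty acid and triglyceride synthesis were called higher as a group with ASP + MSG, with the preset correlation only. Of 26 measured, 20 had a positive log2 fold change and the median was 0.12 (camera adjusted p = 0.0473, and adjusted p = 0.970 with an estimated correlation). None passed over all genes, and 1 rose when adjusted over the list alone. Cidec, a lipid droplet protein, had a log2 fold change of 0.73 ± 0.173 (standard error; limma adjusted p = 0.205), the desaturase Scd1 0.41 ± 0.136 and the elongase Elovl5 0.31 ± 0.123, with all 3 pools above all TFA pools. The call ended without TFA pools 2 or 3, MSG + TFA pools 1 or 2, ASP + TFA pool 2 or ASP + MSG + TFA pool 3 (median -0.040), and with the brighter probe sets, array weights, the replicate block, only the 6 arrays compared or the probe set with the smallest p for diet. With the muscle marker mean as a covariate, an alternative added after the data were seen, the median was -0.0781. Adipocyte markers were higher in the same comparison, at a median of 0.14 (camera adjusted p = 0.0418, and adjusted p = 0.828 with an estimated correlation). Among 27 genes of blood vessel growth none changed, over all genes or adjusted over the list alone, and the median was 0.014 (camera adjusted p = 0.672). The receptor Nrp1 was at -0.32 (adjusted p = 0.420), Nrp2 at 0.20 and thrombospondin Thbs1 at 0.18. Endothelial markers had a median of -0.028 over 18 genes (camera adjusted p = 0.332). The median of 31 cell cycle genes was 0.032 (camera adjusted p = 0.506), with the thymidylate synthase Tyms at -0.51, Cdc20 at 0.25 and Cdc2a at 0.23. None of them passed over all genes or adjusted over the list alone, and none did so with ASP (median 0.022, mean 0.0025, negative test sign, camera adjusted p = 0.771). Mediator subunits had a median of -0.030 (camera adjusted p = 0.506). Ribosomal proteins fell as a group, at a median of -0.055 with 20 of 26 negative (camera adjusted p = 0.00762, and adjusted p = 0.828 with an estimated correlation), with 1 lower when adjusted over the list alone and Rpl14 at -0.51. That call ended without TFA pool 3.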

Common gene ontologies significantly induced by the combination of ASP + MSG included morphology of vessels, vasculogenesis and fatty acid metabolism, whereas hepatic genes relating to hepatic expression of RNA and cell cycle progression was downregulated in all 3 cases. In adipose tissue, similarities in the ontologies of significant DEGs upregulated by both food additives included vasculogenesis, angiogenesis and response to macrophages, whereas down-regulated DEGs related to proliferation of leukocytes and the metabolism of glucose.

### Generation of networks of diabetogenic peroxisome proliferator-activated receptor (PPAR) genes

Since the combination of MSG and aspartame promoted the largest changes in adiposity, blood glucose and lipid dysregulation in TFA -fed mice, we next generated networks of differentially expressed genes which were dysregulated in response to both ASP and MSG feeding. We were particularly interested in transcripts associated with the dysregulation of PPAR genes, since it is known that PPAR transcriptional activity is affected by diet and adiposity, and particularly dysregulated by diabetes [37]. Figure 1a shows networks of significant hepatic PPAR DEGs up-regulated (red) or down-regulated (green) by the combination of ASP + MSG in the livers of TFA -fed mice. 

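Targets of PPARα were called higher as a group in the livers of ASP + MSG + TFA mice, with the preset correlation only. Of 30 measured, 23 had a positive log2 fold change, at a median of 0.094 (camera adjusted p = 0.00206, and adjusted p = 0.936 with an estimated correlation). None passed over all genes or adjusted over the list alone. Pdk4, which restrains glucose oxidation, had a log2 fold change of 0.39 ± 0.142 (standard error; limma adjusted p = 0.381) and Pex11a, a peroxisome division protein, 0.33 ± 0.130, with all 3 pools above all TFA pools. The 17 PPAR receptors and coactivators had a median of -0.0051 and a mean of 0.0062, with a negative test sign (camera adjusted p = 0.995). Pparg was at 0.25 (adjusted p = 0.532), the coactivators Med1 at -0.13, Ep300 at -0.11 and Ncoa3 at -0.10, and none passed over all genes or adjusted over the list alone. Taken as a list, 26 measured genes that the paper reports as higher with the combination had a median log2 fold change of 0.16, with 24 positive values (camera adjusted p = 1.39e-04, and adjusted p = 0.828 with an estimated correlation). The 9 that it reports as lower had a median of -0.080 (camera adjusted p = 0.140). None of either list passed over all genes, and 0 and 1 did when adjusted over the list alone. These lists come from the same samples and are not independent evidence of their direction. The call of the PPARα targets ended without TFA pool 3.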

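In ASP + MSG + TFA livers, Ppargc1a, a coactivator of mitochondrial and fasting genes, had a log2 intensity of 7.98 ± 0.168 against 8.03 ± 0.188 in TFA-fed controls (SD, n = 3 pools each). The log2 fold change was -0.050 (95% interval -0.27 to 0.17, limma adjusted p = 0.898). Of its 16 probe sets, 1 was higher and 2 lower at an unadjusted p under 0.05. The probe set with the smallest p for diet, picked on that p, was 1.69-fold lower. Values of genes here and below are means over probe sets, and the paper's text does not name how it combined probe sets. They are thus not of one measure with its folds. Ppara, the main PPAR of hepatocytes, was at 11.08 ± 0.234 in TFA and 11.15 ± 0.0508 in ASP + MSG + TFA livers, a log2 fold change of 0.074 (95% interval -0.14 to 0.29, adjusted p = 0.836). Ppard, the more widely expressed member of the family, had a log2 fold change of 0.082 (95% interval -0.12 to 0.28, adjusted p = 0.794). The SD between the TFA pools was larger than each of these differences.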

Key “Master switch” transcription factor Ppargc1a expression was reduced by 1.7-fold, conversely levels of hepatic Pparα and Pparδ were modestly increased in this experimental model. 

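Srebf2, the transcription factor that activates cholesterol synthesis, had a log2 intensity of 7.90 ± 0.0995 in TFA and 7.92 ± 0.0645 in ASP + MSG + TFA livers (SD, n = 3 pools each), a log2 fold change of 0.022 (95% interval -0.27 to 0.31, limma adjusted p = 0.972). Of its 25 probe sets, 3 were higher and none was lower at an unadjusted p under 0.05. Creb1, which mediates the response to cyclic AMP, had a log2 fold change of 0.038 (95% interval -0.19 to 0.26, adjusted p = 0.930), with 2 of 16 probe sets higher. Genes of cholesterol synthesis and uptake, most of them SREBP2 targets, were lower as a group with ASP + MSG, with 18 of 20 negative and a median of -0.27 (camera adjusted p = 1.75e-05, and adjusted p = 0.936 with an estimated correlation). The squalene epoxidase Sqle was at -0.70 ± 0.252 (standard error), the squalene synthase Fdft1 at -0.56 ± 0.180 and Hsd17b7 at -0.41 ± 0.115, and none of the list passed over all genes or adjusted over the list alone. The mean log2 intensity of the list was 9.07 and 9.16 in ASP + MSG + TFA pools 1 and 2, which had the high acinar means, 9.55 in pool 3, and 9.46 to 9.60 in the TFA pools.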

Lipogenic cholesterol homeostasis transcription factor Srebf2 was upregulated 1.6-fold, together with a similar increase in cyclic AMP responsive element binding protein Creb1 (P < 0.05). Additionally, expression of Acetyl-CoA carboxylase ß (Acacb, Acc2), an important diet-regulated enzyme involved in lipogenesis was increased 1.9-fold together with a 1.8-fold increase in carnitine palmitoyltransferase 1c (Cpt1c), one of the first enzymes in the mitochondrial ß-oxidation of long chain fatty acids. 

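Acacb, the acetyl-CoA carboxylase of the mitochondrial surface, had a log2 intensity of 7.50 ± 0.0985 in TFA and 7.78 ± 0.237 in ASP + MSG + TFA livers (SD, n = 3 pools each). Its log2 fold change was 0.28 (95% interval 0.011 to 0.55, limma adjusted p = 0.482), and 8 of its 52 probe sets were higher and none lower at an unadjusted p under 0.05. Cpt1c, a carnitine palmitoyltransferase best known from brain, was at 5.75 ± 0.0735 and 6.06 ± 0.0593, a log2 fold change of 0.31 (95% interval 0.13 to 0.48, adjusted p = 0.249). All 3 ASP + MSG + TFA pools lay above all TFA pools for Cpt1c, and 5 of 22 probe sets were higher. Neither gene passed the test.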

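For Lipg, the endothelial lipase, the log2 intensity was 8.37 ± 0.0783 in TFA and 8.86 ± 0.237 in ASP + MSG + TFA livers (SD, n = 3 pools each), a log2 fold change of 0.48 (95% interval 0.17 to 0.79, limma adjusted p = 0.308) with 6 of 12 probe sets higher at an unadjusted p under 0.05. Acot1, a cytosolic thioesterase that releases fatty acids from coenzyme A, had a log2 fold change of 0.41 (95% interval 0.044 to 0.78, adjusted p = 0.443). Cd36, a fatty acid transporter, had a log2 fold change of 0.37 (95% interval 0.058 to 0.68, adjusted p = 0.413) and 6 of 19 probe sets higher. In each of these genes the 3 ASP + MSG + TFA pools lay above all TFA pools, and none passed the test. Among 18 genes of lipid hydrolysis and uptake the median log2 fold change was 0.084 (camera adjusted p = 0.249). None passed over all genes, while 2 rose and 1 fell when adjusted over the list alone. Lpl, the lipoprotein lipase, was at -0.76 (adjusted p = 0.0720) with probe sets going both ways, and Vldlr, a lipoprotein receptor, at 0.32.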

Another feature of the food-additive induced gene expression was the upregulation of PPAR target genes Acetyl CoA thioesterase (Acot1), CD36 (1.7-fold) and endothelial lipase (Lipg: 1.7-fold) which are involved in lipid hydrolysis. PPARα-related genes involved in cholesterol and phospholipid homeostasis such as the ATP-binding cassette transporters Abca1, Abcb4 and Abcd2 were upregulated approximately 1.5-fold, additionally we found a 1.7-fold upregulation of the PPARα marker genes Cyp4a10 and Cyp4a14 and acetyl-Coenzyme A acyltransferase (Acaa1b); all previously identified as being upregulated in models of diabetes. 

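Abcd2, a peroxisomal fatty acid transporter, had the largest log2 fold change of these genes, 0.68 (95% interval -0.066 to 1.43, limma adjusted p = 0.541), from 8.16 ± 0.578 in TFA to 8.84 ± 0.163 in ASP + MSG + TFA livers (SD, n = 3 pools each). Cyp4a14, a fatty acid ω-hydroxylase, had a log2 fold change of 0.54 (95% interval 0.061 to 1.03, adjusted p = 0.443) and Acaa1b, a peroxisomal thiolase, 0.31 (95% interval 0.054 to 0.56, adjusted p = 0.407). Abcb4, which exports phospholipid into bile, was at 0.16 (95% interval 0.0035 to 0.32, adjusted p = 0.490). In these 4 genes all 3 ASP + MSG + TFA pools lay above all TFA pools. Cyp4a10, the paralog of Cyp4a14, was at 0.048 (95% interval -0.17 to 0.26, adjusted p = 0.900). Abca1, which loads cholesterol onto apolipoprotein A1, was at -0.10 (95% interval -0.31 to 0.11, adjusted p = 0.761), with 2 of 49 probe sets higher and 3 lower at an unadjusted p under 0.05. None of the 6 genes passed the test. Over 18 genes of bile acid synthesis and sterol transport the median was 0.037 and the mean -0.016, with a negative test sign (camera adjusted p = 0.995), and no gene passed over all genes, while 1 fell when adjusted over the list alone.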

Several genes involved in cellular stress induction and protection were deregulated by ASP and MSG in TFA-fed mice, including an increase in Trp53 (p53: 1.42-fold), Car (Nr1i3; 1.43-fold), Mef2d (1.6-fold) and Hdac5 (1.5-fold); together with a decrease in hepatic nuclear factor 6 (Onecut1, 2.23-fold), hepatocyte growth factor (HGF, 1.7-fold), and Stat3 (1.5-fold).

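Onecut1, or hepatic nuclear factor 6, had a log2 intensity of 9.10 ± 0.245 in TFA and 8.46 ± 0.327 in ASP + MSG + TFA livers (SD, n = 3 pools each), a log2 fold change of -0.63 (95% interval -0.96 to -0.31, limma adjusted p = 0.215) with 4 of 6 probe sets lower at an unadjusted p under 0.05. The growth factor Hgf was at -0.18 (95% interval -0.38 to 0.014, adjusted p = 0.529) and Stat3, which carries interleukin-6 signals to the nucleus, at -0.20 (95% interval -0.53 to 0.14, adjusted p = 0.689), with all 3 ASP + MSG + TFA pools below all TFA pools. Nr1i3, the xenobiotic receptor CAR, had a log2 fold change of 0.17 (95% interval -0.053 to 0.40, adjusted p = 0.606). The transcription factor Mef2d was at 0.054 (95% interval -0.15 to 0.26, adjusted p = 0.878) and Hdac5, a histone deacetylase, at 0.16 (95% interval -0.065 to 0.38, adjusted p = 0.635). None of these genes passed the test. The probe set with the smallest p for diet, picked on that p, was 2.23-fold lower for Onecut1, 1.72-fold for Hgf and 1.51-fold for Stat3. It was 1.43-fold higher for Nr1i3, 1.61-fold for Mef2d and 1.63-fold for Hdac5. Targets of the receptors CAR and PXR had a median log2 fold change of 0.032 over 19 genes (camera adjusted p = 0.770), and none passed over all genes, while 1 fell when adjusted over the list alone. Alas1, which starts heme synthesis, was at -0.44 (adjusted p = 0.181).

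**Figure D3:**
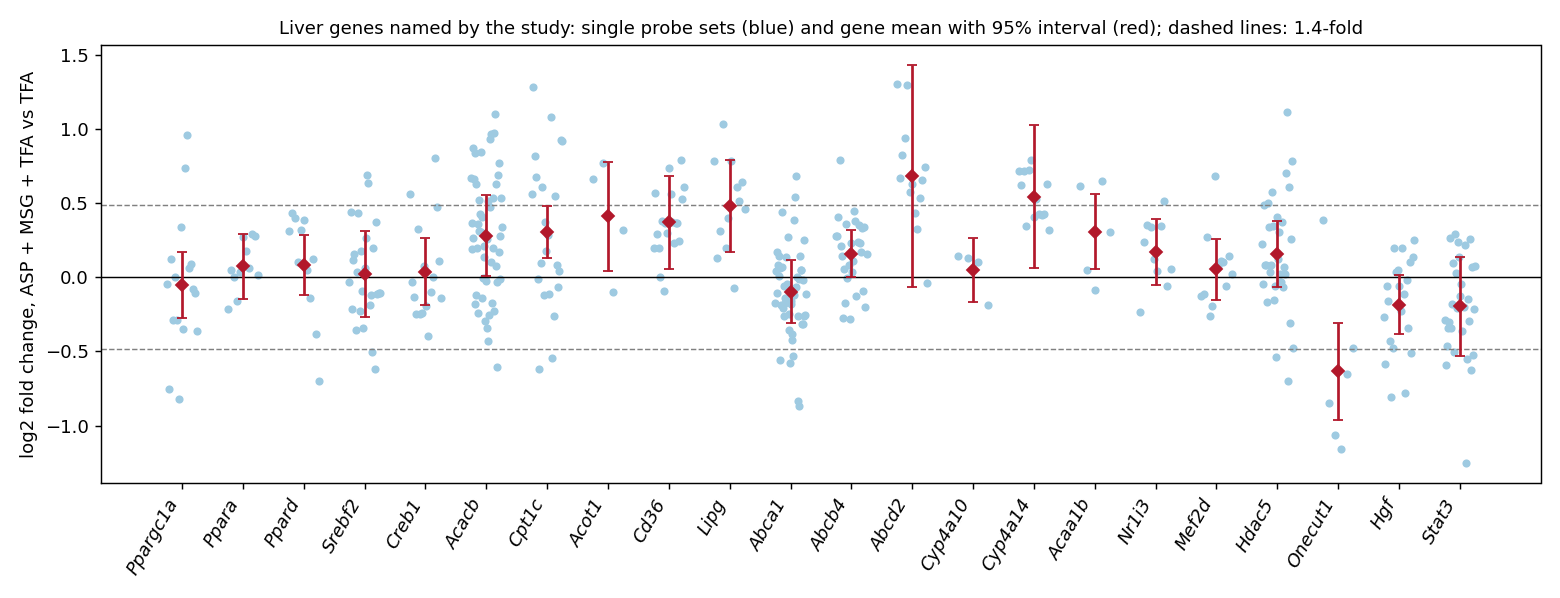
Log2 fold change between ASP + MSG + TFA and TFA livers of genes named in the paper, with single probe sets as blue points, the mean over the probe sets of a gene as a red point with its 95% interval, and 1.4-fold changes as dashed lines. Onecut1 lies lowest at -0.63 and Abcd2 highest at 0.68.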

As expected, the adipose tissue of TFA -fed mice contained many more PPAR-related DEGs in response to aspartame and MSG consumption (Figure 1b). The expression of adipose tissue Ppargc1a was reduced by 3.5-fold, together with a 50% reduction in the expression of PPARs α and γ, suggesting significant disruption of mitochondrial biogenesis and lipid metabolism (PPARα and PPARγ, P < 0.05). The transcription of IPA-generated genes involved in the ß-oxidation of fatty acids and glucose were modestly down-regulated, such as rate-limiting enzymes short chain acyl-CoA dehydrogenase (Acads), very long chain acyl-CoA (Acadvl ) and dehydrogenase 3-hydroxyacyl CoA dehydrogenase (Ehhadh) and pyruvate dehydrogenase ß (Pdhb). IPA-generated networks also linked adipogenic gene expression to Ppar transcription factor down-regulation, including increases in Creb1, Crebbp, Notch1 and Lipin1. Additionally, expression of other genes related to lipid mobilization and storage were dysregulated in this model, such as the reverse cholesterol transporter genes Abca1 and Abca3, perilipin5 (Plin5) and apolipoprotein a4 (Apoa4).

Oxidative stress-responsive sirtuins 1 and 2 (Sirt1 and Sirt2) gene were upregulated by 2.4 - 2.6-fold, together with a modest but significant increase in the transcription factor forkhead box 3 (Foxo3) and its target genes: Cdkn1b (p27^Kip1^: 1.41-fold), growth arrest and DNA damage-inducible protein 45 (GADD45b: 1.88-fold), and pro-apoptotic Trp53 (4.4-fold). This was accompanied by a 2.5-fold reduction in p53-binding and regulatory protein Mdm2, and a 1.7-fold reduction in peroxiredoxin 5 (Prdx5), known to protect against oxidative stress. Since PPARs also play an essential role in adipogenesis, we were interested to find changes in gene expression relating to adipocytes growth and differentiation in *Trans* fat-fed mice consuming both food additives. Expression of oncogenic Notch1 was increased by 2.27 fold; which was accompanied by a 1.8-fold increase in nuclear receptor co-repressor 1 (Ncor1) and a 1.6-fold increase in histone deacetylase 1 (Hdac1) expression, suggesting a significant upregulation of this evolutionary conserved intracellular signaling pathway. Furthermore levels of a novel adipocyte differentiating gene mediator (Med23) were increased nearly 3-fold.

The PPAR -downstream adipokine Thrombospondin-1 (Thbs1) was strongly activated in ASP + MSG-fed mice by 4.6-fold, suggesting the possibility of the development of inflammation in these tissues. Serum levels of TNFα were elevated by almost 3-fold in ASP + MSG-fed mice, however we did not detect a significant increase in adipose tissue TNFα gene expression. Further examination of adipose tissue gene expression revealed several important inflammatory genes which were not included in the adipose tissue PPAR networks, including a 3-fold increase in colony stimulating factor Csf1, and pro-inflammatory Interleukin-6 receptor. Expression of 12/15-lipoxygenase (Alox15), key regulator of pro-inflammatory cytokines and chemokines was upregulated by more than 3-fold; accompanied by 3-fold increases in macrophage-marker Emr1. Taken together, the PPAR-related gene networks generated here in response to aspartame and MSG consumption predominantly indicate transcriptional activity related to adipogenesis, ß-oxidation, peroxisomal and mitochondrial function, tissue matrix remodeling, lipid storage and mobilization, and inflammatory mechanisms.

### Coordinated dysregulation of adipose tissue genes involved in glucose and lipid catabolism and ß-oxidation in ASP + MSG-treated mice

The highest levels of adipose tissue, glucose and plasma free fatty acids were apparent in *Trans* fat-fed mice consuming both ASP and MSG; and since analysis of PPAR-related gene networks revealed diet-induced changes in the expression of some genes involved in fatty acid oxidation, we next focused more specifically on differentially expressed genes associated with lipolysis, glycolysis, the citric acid cycle and mitochondrial oxidative phosphorylation (Ox-Phos), together with other genes with mitochondrial and peroxisomal biogenesis functions. Table 3 shows fold-changes in the expression of 60 genes with these classifications, which were dysregulated by the combination of ASP + MSG by ≥1.40-fold, and indicates that 50% of these were also dysregulated by ASP alone. For example in adipose tissue but not liver, we found significantly attenuated expression of both short-chain and very long-chain Acyl-coA dehydrogenase, which catalyze the first steps in the oxidation of free fatty acids. 

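Acads, the short-chain acyl-CoA dehydrogenase, had a log2 intensity of 10.16 ± 0.0308 in TFA and 10.19 ± 0.0756 in ASP + MSG + TFA livers (SD, n = 3 pools each). Its log2 fold change was 0.027 (95% interval -0.15 to 0.20, limma adjusted p = 0.937). Acadvl, the very long-chain enzyme, was at 10.15 ± 0.0434 in TFA and 10.15 ± 0.181 in ASP + MSG + TFA livers, a log2 fold change of -0.0030 (95% interval -0.20 to 0.19, adjusted p = 0.995). Both intervals lie within a 1.4-fold change in either direction.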

Expression of the trifunctional enzyme subunit Hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratases α and ß (Hadha and Hadhb), which catalyzes the last three steps of mitochondrial ß-oxidation of long chain fatty acids was also significantly attenuated in *Trans* fat-fed mice consuming a combination of ASP and MSG. In addition to the 50% reduction in expression of adipose tissue PPARα, ASP + MSG-fed mice exhibited a significant reduction in Enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase (Ehhadh), the second enzyme in the inducible peroxisomal ß-oxidation pathway. Glycolysis activator genes 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2 (Pfkfb2 and Pfkfb4) were upregulated just over 2-fold.

**Table 3:** Diet-specific coordinated dysregulation of adipose tissue genes involved in glucose and lipid catabolism expressed as significant fold changes (P < 0.05, stringency ≥ ± 1.4-fold change in expression)

	**Symbol**	**Induced by MSG**	**Induced by ASP**	**Induced by ASP + MSG**	**Sig.**
**Mitochondrial ß-oxidation genes**					
Peroxisome proliferator-activated recepto rγ, coactivator 1α	Ppargc1a	−1.94	−4.51	−3.49	0.048
Peroxisome proliferator-activated receptor α	Ppara	−1.01	−1.99	−2.03	0.052
Carnitine palmitoyltransferase 1B	Cpt1b	−1.99	−1.46	−1.63	0.028
Acyl-CoA dehydrogenase, short-chain	Acads	−1.36	−1.32	−1.57	0.024
Acyl-CoA dehydrogenase, very long chain	Acadvl	−1.32	−1.11	−1.67	0.036
Hydroxyacyl-CoA dehydrogenaseα	Hadha	−1.14	−1.31	−1.50	0.036
Hydroxyacyl-CoA dehydrogenase ß	Hadhb	−1.06	−1.43	−1.73	0.051
**Citric acid cycle (TCA) genes**					
Aconitase 1, soluble	Aco1	−1.79	−1.69	−1.67	0.003
Isocitrate dehydrogenase 2 (NADP+), mitochondrial	Idh2	−1.19	−1.36	−1.44	0.022
Pyruvate dehydrogenase (lipoamide) α2	Pdha2	−1.43	−1.82	−2.36	0.004
Pyruvate dehydrogenase (lipoamide) ß	Pdhb	−1.30	−1.36	−1.62	0.043
Succinate dehydrogenase complex, subunit B	Sdhb	−1.32	−1.30	−1.44	0.001
**Mitochondrial oxidative phosphorylation genes**					
NADH dehydrogenase (ubiquinone) 1 α subcomplex 5	Ndufa5	−1.14	−1.19	−1.47	0.007
NADH dehydrogenase (ubiquinone) 1 α subcomplex 12	Ndufa12	−1.21	−1.24	−1.46	0.004
NADH dehydrogenase (ubiquinone) 1ß subcomplex 2	Ndufb2	−1.12	−1.34	−1.55	0.016
NADH dehydrogenase (ubiquinone) 1ß subcomplex 6	Ndufb6	−1.11	−1.31	−1.46	0.050
NADH dehydrogenase (ubiquinone) 1ß subcomplex10	Ndufb10	1.01	−1.20	−1.76	0.010
NADH dehydrogenase (ubiquinone) Fe-S protein 1	Ndufs1	−1.62	−1.46	−2.16	0.006
NADH dehydrogenase (ubiquinone) Fe-S protein 6	Ndufs6	−1.29	−1.38	−1.53	0.037
NADH dehydrogenase (ubiquinone) flavoprotein 1	Ndufv1	−1.16	−1.27	−1.60	0.005
Succinate dehydrogenase complex, subunit B	Sdhb	−1.32	−1.30	−1.44	0.001
Ubiquinol-cytochrome c reductase, complex 3 subunit 6	Uqcr11	−1.44	−1.44	−1.58	0.006
COX assembly mitochondrial protein homolog	Cmc1	−1.17	−2.33	−2.53	0.040
Cytochrome c oxidase subunit 7a polypeptide 1	Cox7a1	−1.34	−1.25	−1.66	0.005
Cytochrome c oxidase, subunit 7b	Cox8b	−1.32	−1.13	−1.58	0.047
Cytochrome c oxidase assembly homolog	Cox11	−1.04	−1.32	−1.46	0.024
COX assembly mitochondrial protein homolog	Cmc1	−1.17	−2.33	−2.53	0.040
Uncoupling protein 2 (mitochondrial, proton carrier)	Ucp2	1.32	1.43	1.59	0.001
**Glycolysis**					
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 2	Pfkfb2	1.37	1.99	2.47	0.050
6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 4	Pfkfb4	1.53	2.48	2.85	0.001
**Mitochondrial biogenesis & assembly**					
Polymerase gamma (nuclear encoded)	Polg	1.42	1.72	1.94	0.038
Transcription factor A, mitochondrial	Tfam	−1.38	−1.32	−2.07	0.008
Mitochondrial fission process 1	Mtfp1	−1.37	−1.30	−1.64	0.004
Tu translation elongation factor, mitochondrial	Tufm	−1.07	2.14	1.68	0.011
G elongation factor, mitochondrial 2	Gfm2	−1.22	−2.30	−2.46	0.034
Mitochondrial ribosomal protein L3	Mrpl3	−1.06	2.03	1.79	0.054
Mitochondrial ribosomal protein L20	Mrpl20	−1.21	−1.41	−1.62	0.024
Mitochondrial ribosomal protein S24	Mrps24	1.53	−2.99	−3.31	0.037
Mitochondrial ribosomal protein S7	Mrps7	−1.12	−1.39	−1.63	0.032
Mitochondrial ribosomal protein S12	Mrps12	−1.36	−1.40	−1.73	0.011
Mitochondrial ribosomal protein S27	Mrps27	−1.16	−1.28	−1.55	0.050
Surfeit 1	Surf1	−1.22	−1.46	−1.57	0.026
Mitochondrial inner membrane organizing system 1	Minos1	−1.02	−1.44	−1.50	0.001
Inner membrane protein, mitochondrial	Immt	−1.13	−1.33	−1.66	0.009
Peroxiredoxin 5	Prdx5	−1.15	−1.51	−1.70	0.029
DnaJ (Hsp40) homolog, subfamily C, member 27	Dnajc27	−1.48	−1.80	−1.51	0.047
Diablo, IAP-binding mitochondrial protein	Diablo	1.14	1.51	1.63	0.007
**Mitochondria-dependent apoptosis**					
BCL2-associated X protein	Bax	1.23	1.38	1.66	0.032
Tumor protein p53	Trp53	2.13	3.57	4.39	0.004
Caspase 9	Casp9	1.44	1.86	1.70	0.034
E2F transcription factor 1	E2f1	1.52	1.73	2.60	0.025
**Peroxisomal genes**					
Peroxisomal biogenesis factor 1	Pex1	−1.14	−2.02	−2.05	0.054
Peroxisomal biogenesis factor 5	Pex5	−1.29	−1.55	−1.67	0.039
Peroxisomal biogenesis factor 7	Pex7	−1.10	−1.74	−1.46	0.026
Peroxisomal biogenesis factor 11 α	Pex11a	−1.11	−1.40	−1.48	0.012
Peroxisomal biogenesis factor 13	Pex13	−1.17	−1.60	−1.43	0.055
Enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	Ehhadh	−1.40	−1.06	−1.55	0.029
Acetyl-CoA acyltransferase 1	Acaa1a	−1.32	−1.35	−1.59	0.056
ATP-binding cassette, sub-family D (ALD), member 1	Abcd1	1.29	1.69	2.09	0.051
Epoxide hydrolase 2	Ephx2	−1.17	−1.62	−1.66	0.010
**Calcium homeostasis genes**					
Calcium homeostasis endoplasmic reticulum protein	Cherp	1.55	2.21	2.37	0.002
Calcium homeostasis modulator 2	Calhm2	1.19	1.61	2.09	0.001
Calcium activated nucleotidase 1	Cant1	1.16	1.45	1.86	0.002
Mitochondrial calcium uniporter	Ccdc109a	1.11	1.44	1.70	0.047
Calcium channel, voltage-dependent, P/Q type, alpha 1A subunit	Cacna1a	1.37	1.65	1.62	0.016
S100 calcium binding protein A8	S100a8	−1.15	−1.60	−1.57	0.033
Mitochondrial calcium uptake 1	Cbara1	−1.08	−1.80	−1.71	0.038
Calcium channel, voltage-dependent, gamma subunit 4	Cacng4	−1.26	−1.63	−1.85	0.000
Calcium binding protein 2	Cabp2	−1.26	−1.71	−1.98	0.015
S100 calcium binding protein A13	S100a13	−1.19	−2.09	−1.99	0.039
Solute carrier family 8 (sodium/calcium exchanger), member 1	Slc8a1	−1.40	−2.28	−2.01	0.042
Calcium channel, voltage-dependent, gamma subunit 8	Cacng8	−1.21	−1.87	−2.13	0.026
Calcium channel, voltage-dependent, T type, alpha 1I subunit	Cacna1i	−1.21	−1.38	−2.61	0.045
Calcium channel, voltage-dependent, beta 2 subunit	Cacnb2	−1.56	−3.66	−2.76	0.037
Calcium channel, voltage-dependent, alpha 2/delta subunit 4	Cacna2d4	−1.77	−3.32	−3.35	0.019
Calreticulin 3	Calr3	−1.19	−1.83	−1.71	0.035

Lastly, the expression of genes involved in mitochondrial and peroxisomal biogenesis and apoptosis were affected by food additive consumption, including a 50% reduction in expression of mitochondrial transcription factor A (Tfam), a key activator of mitochondrial transcription as well as a participant in mitochondrial genome replication. Conversely, an increase in mitochondrial apoptosis was suggested by the upregulation of p53, E2F transcription factor 1, caspase 9 and Bax. In the liver, relatively few lipid catabolic genes were significantly down-regulated compared to the adipose tissue; conversely some important ß-oxidative genes such as Cpt1c were modestly upregulated.

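Genes of mitochondrial β-oxidation did not pass the test in the livers of ASP + MSG + TFA mice. Over 24 measured the median log2 fold change was 0.038 (camera adjusted p = 0.332), and none rose or fell, over all genes or adjusted over the list alone. Cpt1b, the muscle form of carnitine palmitoyltransferase 1, had a log2 fold change of 0.79 ± 0.327 (standard error; limma adjusted p = 0.443), the medium-chain dehydrogenase Acadm 0.20 and Hadh 0.11. The median was 0.030 for 24 genes of peroxisomal β-oxidation and biogenesis (camera adjusted p = 0.365), 0.0024 for 23 of the citric acid cycle (camera adjusted p = 0.995) and -0.016 for 29 subunits of oxidative phosphorylation (camera adjusted p = 0.771). None of their genes passed over all genes or adjusted over the list alone. For 68 genes that the paper lists for adipose tissue in Table 3, the median in liver was -0.0047 and the mean 0.0030, with a negative test sign (camera adjusted p = 0.945), and none passed. Without the 3 pools with high acinar means, a setting chosen after the data were seen, both β-oxidation lists were called as higher, with 1 ASP + MSG + TFA pool left that was assumed to vary like those of the other diets.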

### Expression of food additive-induced DEGs common to both liver and adipose tissue

Our data show that the expression of many genes related to fatty acid catabolism where significantly down-regulated in the adipose tissue, but to a far lesser extent in the liver. The final part of our analysis aimed to shed more light on the nature of genes which were differentially regulated by the additives aspartame and MSG in both the liver and the adipose tissue of *Trans* fat-fed mice, in order to further our understanding of the mechanism(s) involved in the dyslipidemia and other metabolic disturbances. Figures 2 and 3 show Venn diagrams (A) and 2-D heat-maps (B) of sub-lists of DEGs considered significant only if they were up-regulated by ≥1.4-fold in response to ASP, MSG or a combination of the two additives, in both the liver and adipose tissue (Figure 2, P < 0.05); or down-regulated by the same criteria (Figure 3, P < 0.05). Almost twice as many genes were up-regulated than down-regulated in both tissues by the food additives, either alone (i.e. comparison ASP + TFA versus TFA, and comparison MSG + TFA versus TFA) or in combination (comparison ASP + MSG + TFA versus TFA). A total of 598 DEGs were up-regulated in all 3 comparisons, compared to only 320 down-regulated DEGs. Interestingly, aspartame alone induced the highest number of upregulated DEGs common to both tissues; followed by MSG; and the lowest number of upregulated DEGs was induced by the combination of both additives. A total of 73 DEGs common to both hepatic and adipose tissue were upregulated in response to a combination of ASP + MSG, and only 51 commonly expressed hepatic and adipose tissue DEGs were downregulated. Most notably up-regulated were a number of stress-responsive DEGs including Trp53 (p53), Notch1, phospholipase D2 (Pld2) and xanthine dehydrogenase (Xdh). 

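Notch1, a receptor that controls cell fate, had a log2 intensity of 7.22 ± 0.166 in TFA and 7.54 ± 0.139 in ASP + MSG + TFA livers (SD, n = 3 pools each). The log2 fold change was 0.32 (95% interval 0.074 to 0.56, limma adjusted p = 0.365), and 5 of its 35 probe sets were higher and none lower at an unadjusted p under 0.05. Pld2, which makes phosphatidic acid, had a log2 fold change of 0.014 (95% interval -0.22 to 0.24, adjusted p = 0.979), with 3 of 30 probe sets higher and 1 lower. Xdh, the enzyme that forms uric acid, was at 0.013 (95% interval -0.19 to 0.22, adjusted p = 0.977), with 1 of 38 probe sets higher and 2 lower. None of the 3 genes passed the test.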

Stress / remodeling proteoglycan Perlecan (Hspg2) was robustly up-regulated together with LDL-receptor related protein 1 (Lrp1), Plexin D1 (Plxnd1), Rock1, and Neurofibromatosis 1 (Nf1); all suggesting that food additive consumption may have led to an upregulation of genes involved in stress, proliferation, vasculogenesis and angiogenesis in both tissues (Figure 2b, P < 0.05).

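Lrp1, an endocytic receptor of the liver, had a log2 fold change of 0.24 in ASP + MSG + TFA livers (95% interval -0.044 to 0.52, limma adjusted p = 0.569), with log2 intensities of 10.42 ± 0.183 in TFA and 10.66 ± 0.111 in ASP + MSG + TFA (SD, n = 3 pools each). Hspg2, which encodes the basement membrane proteoglycan perlecan, was at 0.15 (95% interval -0.038 to 0.35, adjusted p = 0.584), with 9 of its 98 probe sets higher at an unadjusted p under 0.05. The Ras regulator Nf1 had a log2 fold change of 0.10 (95% interval -0.10 to 0.30, adjusted p = 0.738), with 2 probe sets higher and 4 lower of 58. Plxnd1, a semaphorin receptor of vessels, was at 0.070 (95% interval -0.19 to 0.33, adjusted p = 0.876) and the kinase Rock1 at -0.085 (95% interval -0.27 to 0.10, adjusted p = 0.763). None of the 5 genes passed the test.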

**Figure 2:**
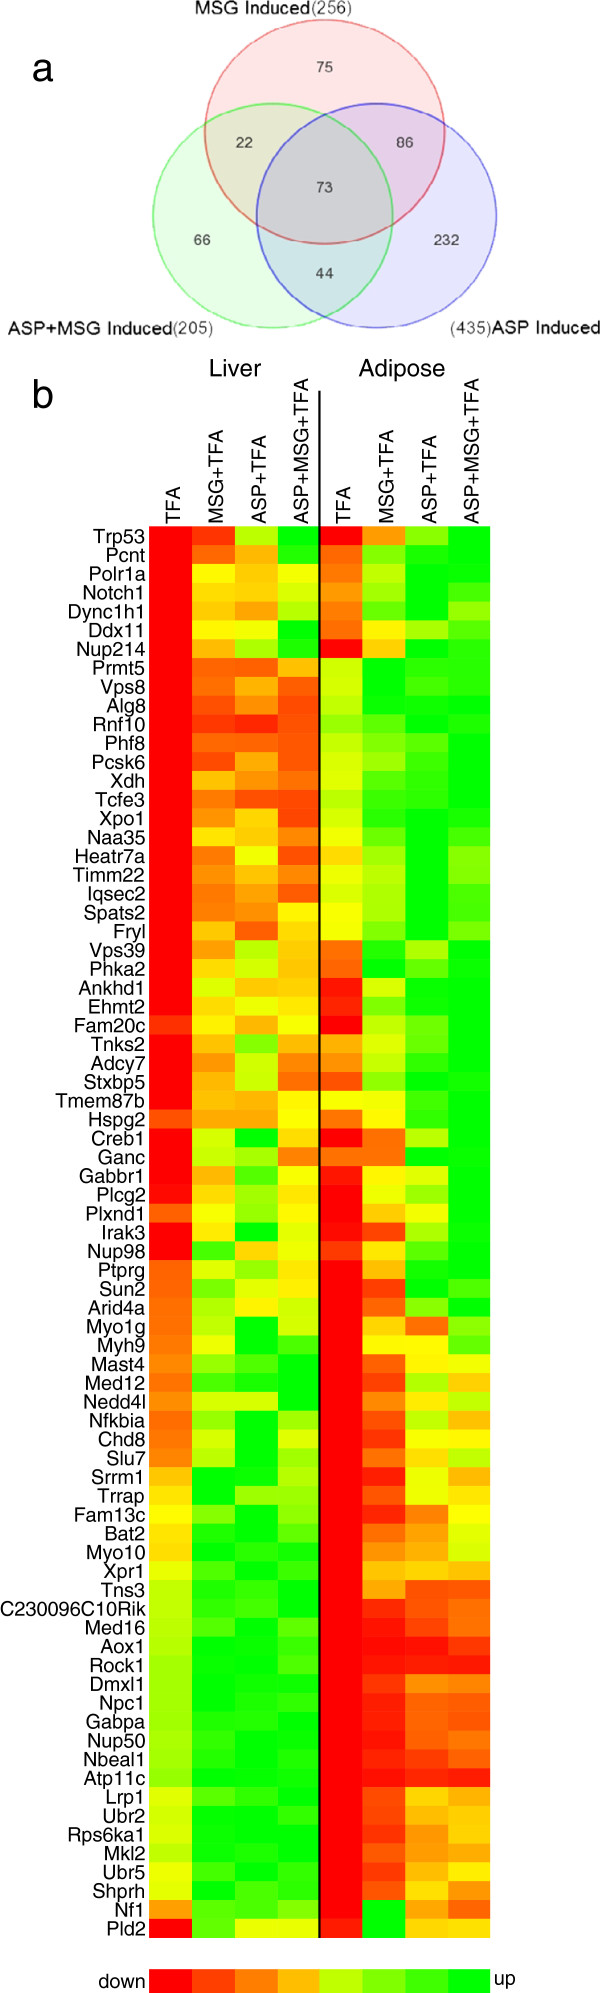
**Upregulated gene expression shared by liver and adipose tissue. (a)** Venn diagram displaying numbers of upregulated DEGs common to both liver and adipose tissue induced by either ASP, MSG or the combination of both additives. **(b)** 2-dimentional heat map of 73 upregulated DEGs common to both hepatic and adipose tissue (P < 0.05, stringency ≥ ± 1.4-fold change in expression).

**Figure 3:**
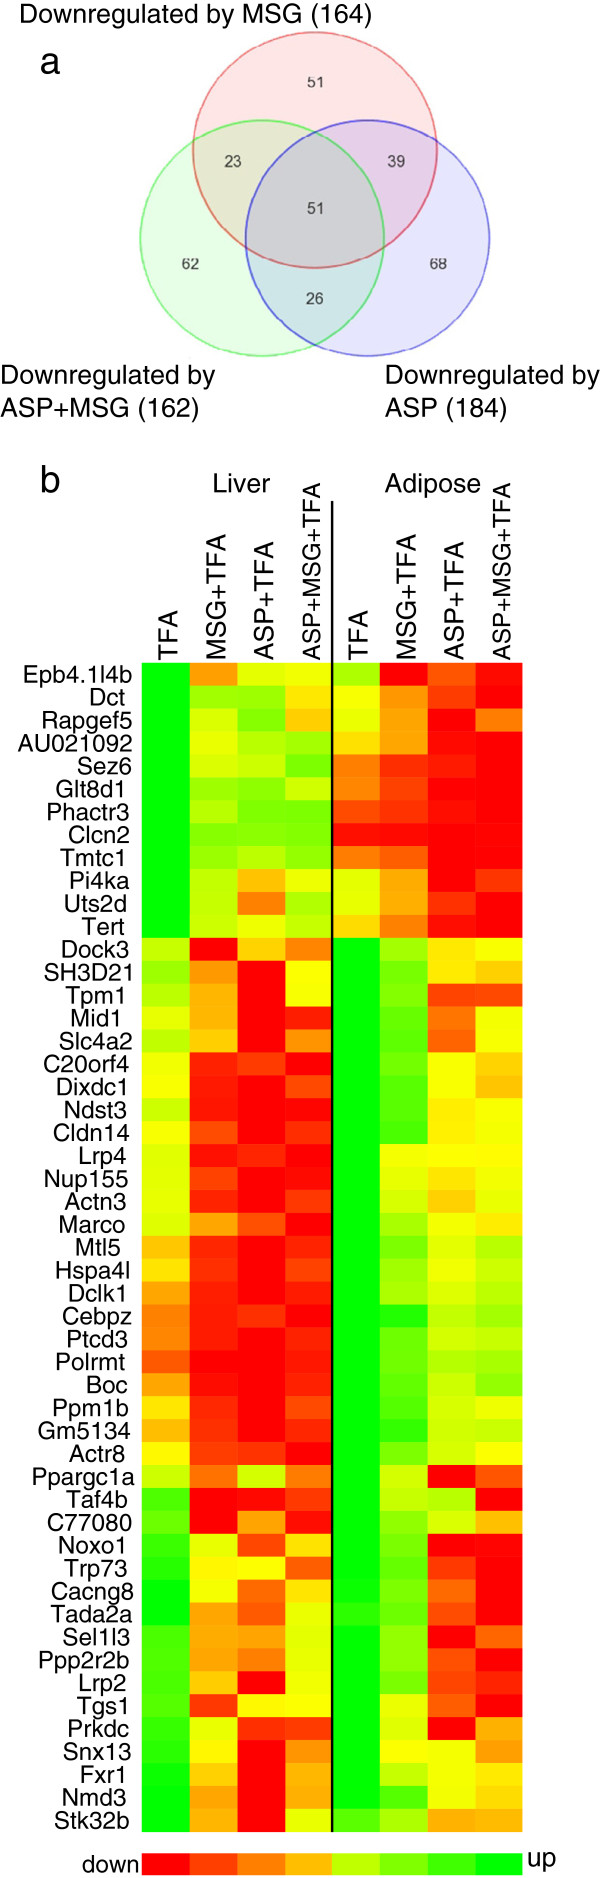
**Downregulated gene expression shared by liver and adipose tissue. (a)** Venn diagram displaying numbers of downregulated DEGs common to both liver and adipose tissue induced by either ASP, MSG or the combination of both additives. **(b)** 2-dimentional heat map of 51 downregulated DEGs common to both hepatic and adipose tissue (P < 0.05, stringency ≥ ± 1.4-fold change in expression).

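Slc4a2, which exchanges chloride for bicarbonate across the membrane, had a log2 intensity of 7.15 ± 0.0652 in TFA and 7.07 ± 0.0730 in ASP + MSG + TFA livers (SD, n = 3 pools each). Its log2 fold change was -0.080 (95% interval -0.27 to 0.11, limma adjusted p = 0.787). Of its 23 probe sets, 1 was higher and 2 lower at an unadjusted p under 0.05. For the mean over the probe sets of Ppargc1a, the 95% interval of the log2 fold change likewise included 0.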

Key transcription factor Ppargc1a was significantly down-regulated in both tissues but particularly in adipose (Figure 3b); which was accompanied by a 2-fold reduction in hepatic expression of the Cl(−)/HCO [3] (−) anion exchanger 2 (Slc4a2), which is critically involved in the development of biliary cirrhosis. Two members of endocytic low density lipoprotein-related protein family (Lrp) were also down-regulated in both adipose and hepatic tissues. 

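Megalin, encoded by Lrp2, had a log2 intensity of 5.61 ± 0.0722 in TFA and 5.63 ± 0.0455 in ASP + MSG + TFA livers (SD, n = 3 pools each), a log2 fold change of 0.018 (95% interval -0.15 to 0.19, limma adjusted p = 0.959). Of its 81 probe sets, 3 were higher and 6 lower at an unadjusted p under 0.05. For Lrp4, another receptor of the family, the log2 fold change was 0.055 (95% interval -0.11 to 0.22, adjusted p = 0.843), with 4 of 38 probe sets higher and 2 lower. Neither gene passed the test.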

Expression of Lrp2, otherwise known as Megalin, was decreased 3-fold in adipose and 1.7-fold in liver tissue; whereas functionally-related Lrp4 expression was halved in both tissues. We also found a significant reduction in the expression of NADPH oxidase 1 involved in the regulation of superoxide generation, particularly in ASP + TFA diet comparisons. 

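Nox1, the catalytic subunit of NADPH oxidase 1, had a log2 intensity of 5.69 ± 0.121 in TFA and 5.79 ± 0.319 in ASP + TFA livers (SD, n = 3 pools each), a log2 fold change of 0.10 (95% interval -0.20 to 0.40, limma adjusted p = 0.873). With ASP + MSG the log2 fold change was 0.090 (95% interval -0.21 to 0.39, adjusted p = 0.857). Noxo1, the organizer subunit of the same oxidase, was at -0.071 with ASP (95% interval -0.27 to 0.13, adjusted p = 0.864) and at -0.11 with ASP + MSG (95% interval -0.30 to 0.092, adjusted p = 0.719). Probe sets of Noxo1 went both ways in each comparison, and neither gene passed the test. The Noxo1 probe set with the smallest p for diet, picked on that p, was 2.25-fold lower with ASP and 1.55-fold lower with ASP + MSG.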

Fourteen genes were randomly chosen for further analyzed by qPCR based on biological relevance. Pearson correlation coefficients between the microarray analysis and qPCR were calculated. Ratios of expressions between the diet comparisons calculated from the microarray data set correlated well with the ratio calculated from the real-time PCR data (Figure 4, r = 0.641, P < 0.0001). A complete list of these genes and PCR primers is given in Additional file 2.

**Figure 4:**
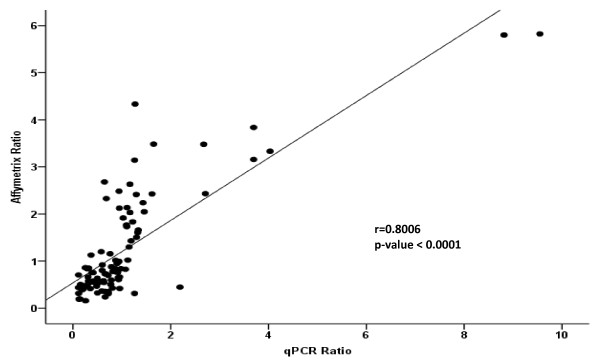
**Correlation of qPCR and microarray data.** Scatter plot shows Correlation of the ratios from the microarray and real-time PCR data set. Genes that differed significantly (P < 0.01) in their regulation between the diet groups’ microarray analysis were selected and validated with the same samples by qPCR analysis. Ratios of expressions between the diet comparisons calculated from the microarray data set correlated well with the ratio calculated from the qPCR data (r = 0.641, P < 0.0001). A complete list of these genes is shown in Additional file 2.

Taken together our final analysis suggests that the transcription of a number of functionally related hepatic and adipose tissue genes and transcription factors can be modulated in a similar manner by food additive consumption. These results may allow for informed speculation about the mechanisms behind the additive-induced metabolic dysregulation seen in this nutrigenomics model.

## Discussion

Our present data suggests that exposure to the food additives aspartame (ASP) and monosodium glutamate (MSG) as part of a *Trans* fat-enriched diet may cause metabolic dysregulation and alterations in hepatic and adipose tissue gene expression. Exposure to these additives offered continuously in the drinking water either alone or in combination, commenced *in utero* via the mother’s diet and continued throughout the first five months of life. These metabolic changes were not incurred by hyperphagia since all four diet groups ingested equal amounts of food. We have previously shown that ASP exposure in C57Bl/6 J mice may promote weight gain and dysregulation of glucose homeostasis when consumed together with a standard chow diet (typically 5% dietary lipids) [38]. We have also demonstrated that ASP may interact with a second widely consumed food additive MSG to further imbalance glucose homeostasis in standard chow-fed animals [25]. The level of MSG-exposure in our model (~130 mg/Kg bw) is considerably lower than the dosage used in the classic non-genetic MSG-obese model, in which animals are typically injected with 4 g/Kg bw MSG for a period of several days shortly after birth when the blood–brain-barrier (BBB) is still immature and vulnerable to excitotoxic damage [14-16,21]. Nevertheless, exposure to MSG and ASP metabolites in our model began during conception and continued *in utero* and throughout life; and we hypothesize that it is this continuous exposure which resulted in the metabolic imbalances described herein.

Our early nutrigenomics studies additionally focused upon lipogenic changes in hepatic and adipose tissue gene expression incurred as a result of consumption of *Trans* Fatty Acid (TFA), either alone or in conjunction with MSG [9]. *Trans* fats are unsaturated fatty acids with *trans* double bonds introduced during the catalytic partial hydrogenation process in order to stabilize dietary fats and prolong their shelf-life. However, an insightful study by Yu *et al.*[39] showed that some TFAs such as elaidic acid are incompletely oxidized in mitochondria due to the fact that one of the metabolites (5-*trans*-tetradecenoyl-CoA) is a poorer substrate for the mitochondrial enzyme long chain acyl-CoA dehydrogenase (Acadl) than its *cis* isomer 5-*cis*-tetradecenoyl-CoA. Elaidic acid is the major fat found in hydrogenated vegetable oils, and a reduction in the oxidative capacity of mitochondria for the *trans* isomer of the elaidic acid intermediate may result in an accumulation of 5-*trans*-tetradecenoyl-CoA in the mitochondrial matrix, which could potentially increase oxidative stress. In our previous study [9], TFA-feeding robustly upregulated lipid biosynthetic enzymes in the adipose tissue and liver whilst also promoting increases in the transcription of mitochondrial uncoupling protein 3 (Ucp3), several mitochondrial ß-oxidation genes encoding short-, medium-, long- and very long-chain acyl co-A dehydrogenases, together with the citric acid cycle genes isocitrate dehydrogenase 3 (Idh3) and pyruvate dehydrogenase complex (Pdhx). The mechanism for this appeared to involve a 50% reduction in the expression of the transcription factor Ppargc1a, the master homeostatic transcriptional controller of mitochondrial biogenesis, oxidative phosphorylation and energy metabolism [40]. Interestingly, the addition of MSG further reduced the expression of adipose tissue Ppargc1a to 25% of control levels, together with attenuated expression of Idh3, Pdhx, Ucp3, and several ß-oxidation genes [9]. In the present study, we sought to extend our investigation of hepatic and adipose tissue gene expression to include the commonly-consumed food additive ASP, since we have previously shown that ASP may interact with MSG *in vivo* to alter glucose homeostasis, and because others have shown that ASP may disrupt hepatic antioxidant defenses [24].

In TFA-fed mice, the addition of either ASP or MSG alone did not increase adiposity, fasting serum glucose, cholesterol or FFA levels. However in combination, ASP + MSG significantly elevated all these parameters, and doubled fasting serum leptin and TNFα, whilst promoting insulin resistance and hepatic steatosis. These obesogenic changes were accompanied by striking alterations in gene transcription, most notably in the adipose tissue deposits which were significantly larger than those in the additive-free TFA diet group. This is of interest since white adipose tissue (WAT) was originally considered to be a passive depot of triglycerides, transcriptionally inert and sequestering or releasing fatty acids under the influence of various hormones [41]. However the past 15 years of research have shown that WAT is a dynamic pleiotropic endocrine organ responsive to a wide array of chemical, hormonal, neuronal and environmental signals. In TFA-fed mice, we identified over 11,000 differentially expressed adipose transcripts affected by exposure to ASP and MSG commencing *in utero,* and roughly 8,000 in liver. Others have also shown higher numbers of adipose tissue differentially expressed genes (DEGs) compared to liver, both in response to fasting [42], and during LPS-induced inflammation [43]. Most recently, high-fat feeding has been shown to induce obesogenic gene expression changes in 4 murine tissues, with adipose tissue producing the second highest number of DEGs in the following order: skeletal muscle > adipose > liver > heart [44].

The increased hepatic triglyceride content seen in TFA-fed mice exposed to both MSG-containing diets was accompanied by an increase in the expression of acetyl-CoA carboxylase ß (Acc2) and carnitine palmitoyltransferase 1 (Cpt1). Previous studies have shown that transcription of hepatic Acc2 is markedly upregulated by increased food intake [45], insulin, and dexamethasone [46]. Unlike Acc1 which stimulates lipogenesis, Acc2 is known to inhibit lipolysis; and its structure has an N-terminal extension containing a mitochondrial-targeting motif which allows Acc2 to associate with Cpt1 on the outer mitochondrial membrane, thus regulating ß-oxidation at an early stage in the process [44]. High-fat diets and obesity have previously been associated with decreased expression of Ppargc1a, the dominant regulator of oxidative metabolism [41]; and whereas we have previously shown that Ppargc1a expression is reduced by intake of TFA compared to low-fat controls [9], we now demonstrate that levels of this transcription factor can be further attenuated by ASP + MSG exposure, both in the liver and particularly in the visceral adipose tissue. Expression of Ppargc1a is reduced in insulin resistant tissues [40], during obesity [47] and in type 2 diabetes [48]; and Ppargc1a knock-out mice exhibit hepatic steatosis due to a reduction in mitochondrial oxidative capacity and mtDNA content, together with an upregulation of lipogenic gene expression [49]. A large number of signaling pathways have been proposed to regulate Ppargc1a, including thyroid hormone, nitric oxide synthase, p38 mitogen activated protein kinase (p38MAPK), sirtulin and β-adrenergic stimulation, to name but a few [49]. Interestingly, in addition to the reduced expression of Ppargc1a in obese subjects [47], sustained exposure to saturated fatty acids has been shown to attenuate the expression of Ppargc1a *in vitro*[50]; and epigenetic studies have shown a negative correlation between Ppargc1a mRNA content and an increase in the methylation of the promoter region of Ppargc1a in the skeletal muscle of patients with type 2 diabetes [51].

In broad terms, diet-induced changes in hepatic gene expression tended to be less extensive, and did not mirror the coordinated reduction in adipose tissue ß-oxidative gene expression. Reduced Ppargc1a expression was accompanied by an upregulation of genes involved in lipid and cholesterol metabolism, cell stress adaptation and hepatoprotection. Additionally, levels of carnitine palmitoyltransferase (Cpt1c), an essential enzyme in the ß-oxidation of long-chain fatty acids was modestly elevated in the livers of MSG and ASP-treated mice, together with genes involved in lipid and cholesterol homeostasis. Markers of significant hepatic microsteatosis and oxidative damage have previously been noted in the livers of MSG-treated rodents [21,52,53]; some of which could be partially attenuated with antioxidant vitamins C [54], E [55] or both [56]. Long-term ASP exposure has also been associated with diminished liver function and impaired antioxidant defenses [24]. The authors of that study speculated that the hepatotoxicity could be attributed to the methanol component of metabolized ASP, since methanol is a well characterized hepatotoxin [57]. However in our model the relatively small amount of ASP offered in the diet would have been insufficient to raise blood methanol levels to that required to promote hepatotoxicity; rather, the increased expression of genes with hepatoprotective ontology may have been deregulated due to the increased hepatic triglyceride and serum FFA incurred by neonatal exposure to the combination of ASP and MSG.

Although our nutrigenomic evidence points to significant differences in the ontology of gene expression between the adipose tissue and the liver, for example in the differential expression of ß-oxidative genes; there were a number of common DEGs which were up- or down-regulated similarly in both tissues, and may shed more light on the mechanism for the diet-induced metabolic dysregulation. Some of the most interesting were adaptogenic, stress-responsive and oxidative DEGs such as p53, Notch1, Ppargc1a, NADPH oxidase organizer 1(Noxo1) and xanthine dehydrogenase. The transcriptional activation of p53 facilitates a diverse range of responses to metabolic challenges including the regulation of glucose homeostasis, substrate oxidation and OX-PHOS, mitochondrial integrity, autophagy and apoptosis. This assists in balancing proliferation and growth with nutrient availability, whilst attenuating metabolic stress-induced damage. In the liver, activation of p53 enhances apoptosis and promotes NAFLD-associated insulin resistance [58]; whilst in the adipose tissue, p53 has been termed the “guardian of corpulence” for its adaptogenic role in lipogenesis and in protecting against FFA-induced ROM and cellular stress [59]. Concomitant with the ASP + MSG-induced increase in p53 expression, we also noted a decrease in one of the major p53 binding and regulating proteins, Mdm2. This protein attaches to p53, promoting destabilization and removal from the nucleus, inhibiting its ability to activate transcription [60]. Thus our data supports the notion that there is generally an inverse relationship between Mdm2 and p53 expression via a negative feedback loop [61], suggesting that the diet-induced reduction in Mdm2 assists in enhancing the activation of p53. In some tissues p53 has been shown to interact with Notch1, a trans-membrane receptor molecule participating in cell to cell signaling and which has previously been implicated in the control of adipogenesis [62]. We observed a diet-induced increase in the expression of Notch1 in both the adipose tissue and the liver, and whereas the role of notch1 in tumorigenesis has been well documented [63], recent evidence also suggests that notch1 may play a role in the development of insulin resistance [64] and may also have several other pleiotropic functions in the liver [65].

## Conclusion

The extent of visceral and hepatic fat accumulation and gene expression can be significantly modified by exposure to common food additives consumed as part of a *Trans* fat diet. The combination of aspartame and MSG promoted the highest level of visceral fat deposition and serum FFA, leptin and TNFá compared to control or either additive alone. Further studies are warranted to examine the effect of food additives, and combinations of additives on obesogenic gene expression.

## Competing interests

All authors declare that they have no conflict of interest and have not received funding from Industry sources.

## Authors’ contributions

KSC conceived the study, designed the experiments and drafted the manuscript. NJM, AI, BLA, SS and RU performed the experiments. MZZ, KSC and NJM analyzed the data. FAA & MZ helped draft the manuscript. We are grateful for continuous discussions and support from FAA. All Authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Diet composition. Click here for file

Additional file 2 qPCR Primer sequences used in the confirmatory analysis. Click here for file

Additional file 3 **A: Diet groups and experimental design.** B and C: 3-D heat maps of standardized expression values of 10,117 DEGs in liver (**B**) and 28,101 DEGs in adipose tissue (**C**), with ANOVA p-value of <0.05 for diet. Click here for file

Additional file 4 **Histological examination of hepatic tissue stained with H&E (A: x40 magnification); and adipose tissue stained with trichrome (B: x20 magnification).** Click here for file

Additional file 5 Diet-specific differences in the number of significant DEGs dysregulated by MSG, ASP, or the combination of ASP + MSG in liver and adipose tissue. Click here for file

Additional file 6 **Diet-specific differences in the functional ontology of genes dysregulated by dietary MSG (A, B); ASP (C, D) and the combination ASP + MSG (E, F).** Click here for file

# Supplementary material for: Prediabetic changes in gene expression induced by aspartame and monosodium glutamate in Trans fat-fed C57Bl/6 J mice
**Source:** Nutr Metab (Lond). 2013 Jun 19;10:44. doi: 10.1186/1743-7075-10-44
**Supplement:** Additional file 2 — qPCR Primer sequences used in the confirmatory analysis.

Table: PCR primers for qRT-PCR

Gene Name	Gene Symbol	Accession number	Forward primer	Reverse primer
Tumor protein p53	Trp53	NM_011640	5' CCG CCG TAC AGA AGA AGA AA 3'	5' GCG GAT CTT GAG GGT GAA ATA 3'
Peroxisome proliferator-activated receptor gamma, CoAα	Ppargc1a	NM_027710	5' AGC TCC AAG ACC AGG AAA TC 3'	5' GAA GTC GCC ATC CCT TAG TT 3'
Thrombospondin 1	Thbs1	NM_011580	5' CAA TTT TCA GGG GGT GCT GC 3'	5' CCG TTC ACC ACG TTG TTG TC 3'
Transcription factor A, mitochondrial	Tfam	NM_009360	5' CCC CTC GTC TAT CAG TCT TGT C 3'	5' TTC TGG TAG CTC CCT CCA CA 3'
Collagen, type I, alpha 2	Col1a2	NM_007743	5' AGT CGA TGG CTG CTC CAA AA 3'	5' AGC ACC ACC AAT GTC CAG AG 3'
Enoyl-CoA, hydratase/3-hydroxyacyl CoA dehydrogenase	Ehhadh	NM_023737	5' CTG GCT ATG ATC CGC CTC TG 3'	5' TCA GCA CCT GCA CAG AAG TT 3'
Arachidonate 15-lipoxygenase	Alox15	NM_009660	5' CTG GAT GAG GAG CTC AAG AAA G 3'	5' CCA GGT ACT GCT GAC TAC AAA G 3'
Fibronectin 1	Fn1	NM_010233	5' TCC TGT CTA CCT CAC AGA CTA C 3'	5' GTC TAC TCC ACC GAA CAA CAA 3'
Glutamate receptor, ionotropic, N-methyl D-aspartate 1	Grin1	NM_008169	5' ACT CCC AAC GAC CAC TTC AC 3'	5' GTA GAC GCG CAT CAT CTC AA 3'
Glutamate receptor, ionotropic, N-methyl D-aspartate 2c	Grin2c	NM_010350	5' GCA GAA CTT CCT GGA CTT GC 3'	5' CAC AGC AGA ACC TCC ACT GA 3'
Glutamate receptor, ionotropic, N-methyl D-aspartate 2a	Grin2a	NM_008170	5' AGA CCT TAG CAG GCC CTC TC 3'	5' CTC TTG CTG TCC TCC AGA CC 3'
Glutamate receptor, ionotropic, kainate 3	Grik3	NM_001081097	5' GGT AGG CCA GCA GAA GAA ATA 3'	5' CGC CAA TGA GTA GAT GGT AGA G 3'
Glutamate receptor, ionotropic, kainate 4	Grik4	NM_175481	5' TAT GTC ATG CCC AGA CCA GC 3'	5' GAT AGC AGC AAT CCT CAG GGA 3'

# Supplementary material for: Prediabetic changes in gene expression induced by aspartame and monosodium glutamate in Trans fat-fed C57Bl/6 J mice
**Source:** Nutr Metab (Lond). 2013 Jun 19;10:44. doi: 10.1186/1743-7075-10-44

LIVER

A) MSG induced

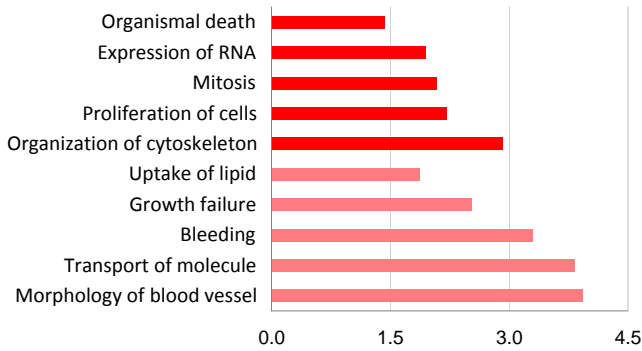

ADIPOSE

B) MSG induced

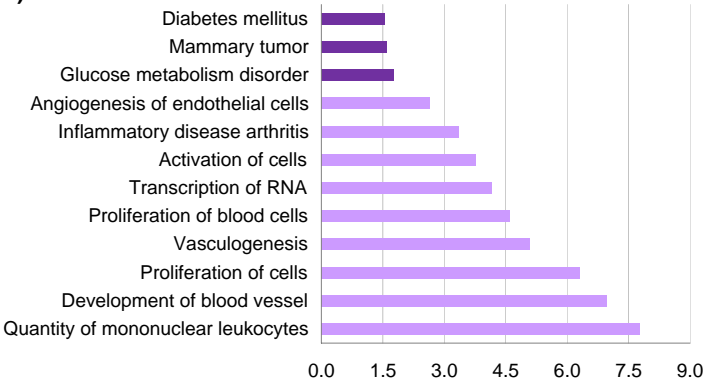

C) ASP induced

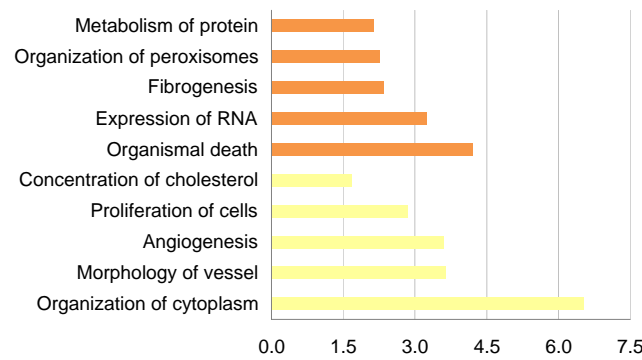

D) ASP induced

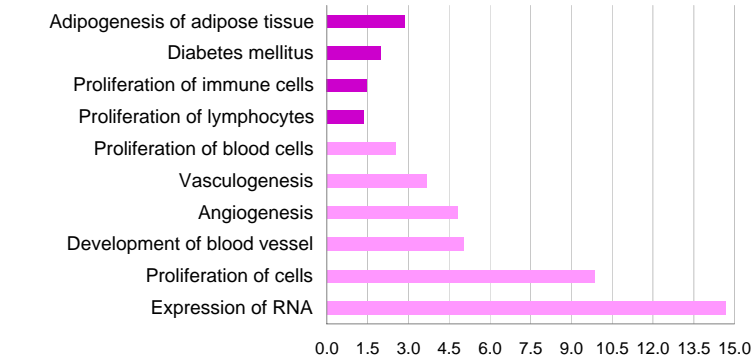

E) ASP+MSG induced

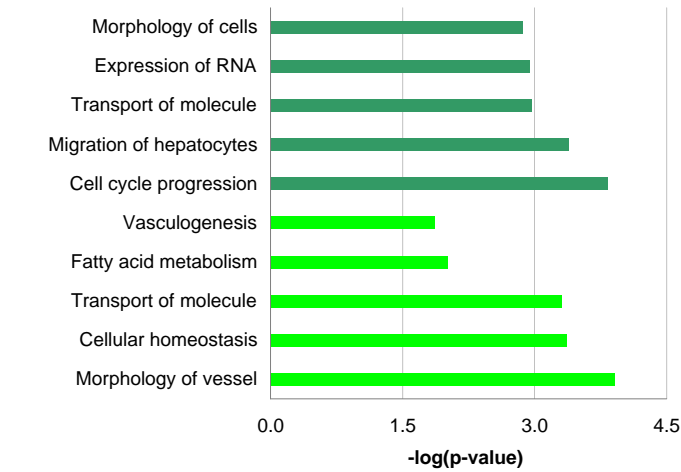

F) ASP+MSG induced

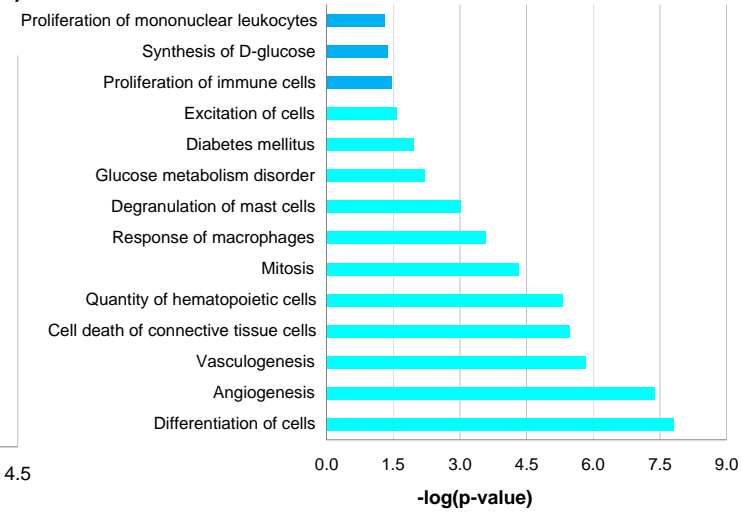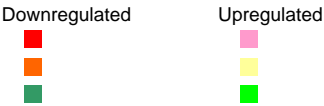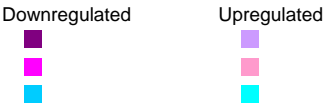

**Supplement:** Additional file 5 — Diet-specific differences in the number of significant DEGs dysregulated by MSG, ASP, or the combination of ASP + MSG in liver and adipose tissue.

How the deposited data were processed for this re-analysis (not part of the article)

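Liver RNA of mice fed the TFA, MSG + TFA, ASP + TFA and ASP + MSG + TFA diets was measured on 12 Affymetrix Mouse Gene 1.0 ST arrays, 3 per diet, each with RNA pooled from 5 mice. The arrays of adipose tissue were not among the data and are not analysed here. The authors adjusted the background and summarized probe sets with GCRMA and normalized the arrays by quantiles in Partek, and the deposited values are normalized intensities on a linear scale, which were log2-transformed before any test. No value was added before the transformation, since the lowest intensity was 14.8. The paper's methods also name a filter on noise and the removal of probe sets without a unique Entrez number, and its text does not name how probe sets were combined into genes. In the annotation of the deposited table, 212097 probe sets have 1 gene symbol, 4475 have several and 25004 have none.

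Probe sets with 1 symbol were tested one by one. The log2 intensities of all probe sets with the same symbol were averaged to give 20416 gene values, from a median of 8 probe sets per gene and at most 320, with 2292 genes read by 1 probe set. Current symbols came from a table of 49997 RefSeq genes. The annotation gives no coordinates, so positions and a genome build are not given. Of the genes that the paper names for liver, 1 was not analysed here.

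Each comparison against TFA, the interaction of ASP and MSG, and the comparisons of ASP + MSG with each additive were contrasts of a single linear model over the 12 arrays, fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 to read the table. The overall test for diet was limma's F test over the 3 contrasts against TFA. P-values were adjusted with the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. For probe sets a 1.4-fold change was required too, as in the paper. Gene groups were 42 lists of pathways, complexes and cell type markers, including markers of tissues next to the liver, tested in the 3 comparisons against TFA with camera (126 tests adjusted together, preset correlation 0.01), with an estimated correlation, and with fry. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

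Genes named in the text were taken by a rule. It takes every gene that the paper names for liver, and per comparison against TFA the 12 genes with the largest rise and the 12 with the largest fall among those that passed with all 3 arrays on one side of all TFA arrays. Where fewer than 12 passed, the genes with the smallest p in that direction filled the number and are given as not passing. It also takes 2 to 4 members of each list with the smallest p. Unnamed gene models and olfactory and vomeronasal receptors were left out of the naming but not of the counts. The tests, the lists, the rule and most alternatives were fixed before the data were examined. Genes of the paper and the 2 lists made from them rest on values the paper reports for these samples.

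Alternatives changed 1 choice at a time, except that the unadjusted p for diet with a 1.4-fold change replaced both the test and its adjustment. They were a further quantile normalization, centring of each array on its median, the brighter probe sets only, limma with a trend and robust variance, array weights, a block for the replicate number, leaving out each array, only the 6 arrays compared, a plain one-way analysis of variance, all probe sets of the table, other adjustments and thresholds, and other ways to combine the probe sets of a gene. Leaving out the 3 arrays with the most acinar transcripts and the means of acinar or muscle markers as covariates were added after the data were seen. The fits were also repeated on every split of the 6 arrays of a comparison and on up to 100 splits of the 12 arrays, and the correlation between comparisons that share the TFA arrays was set against 100 simulated data sets. The calling was tested on simulated data with known changes in 5 data sets of 200 changed genes, in which unchanged genes made up 4.96% of the calls. Their noise was independent between genes, which that of the pools is not, so this share may not carry over. P-values measure the spread between pools of mice, and the number of arrays limits the precision.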

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

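The tests of the muscle, acinar and Myc patterns were chosen after the result was seen, while the splits of the samples and the interaction test were planned.

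The mean of the skeletal muscle markers was lower in all 9 pools of the additive diets than in the TFA pools (exact permutation test over 15400 splits, p = 0.0125). Of 14 markers, 12 with MSG, 10 with ASP and 11 with ASP + MSG had all pools below all TFA pools. Acta1 lay between 6.55 in ASP + TFA pool 1 and 8.85 in TFA pool 2 and Ckm between 6.79 and 8.10 in the same pools, on the log2 scale. Mylpf had a low signal, at percentile 3.07 of the genes in TFA. It stayed between 5.01 in MSG + TFA pool 3 and 5.47 in TFA pool 2, so it had little room to fall. Pvalb did not follow in every pool and was highest in ASP + TFA pool 3, at 6.26. Within diets the markers moved together, with a median pairwise correlation of 0.707 of their deviations from the diet means, so muscle tissue in some liver pools may account for the pattern. The diets account for 76.2% of the variance of the marker mean, and the pools also differed within a diet, from 6.61 to 7.05 with TFA and from 5.95 to 6.41 with MSG. For the difference between the diets, muscle tissue at collection and an effect of the diet cannot be told apart, since all 3 TFA pools lay above all others.

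Markers of pancreatic acinar cells were above the TFA mean by 1.70 on the log2 scale in ASP + TFA pool 3, by 0.86 in ASP + MSG + TFA pool 1 and by 1.11 in ASP + MSG + TFA pool 2, while the highest TFA pool was 0.38 above it and the lowest of all pools was at -0.81. In ASP + TFA pool 3 the log2 intensity was 10.64 for Cpa1, 10.23 for Clps, 9.91 for Cpb1 and 9.79 for Ctrb1, digestive enzymes and a cofactor of the exocrine pancreas. The median pairwise correlation of the markers within diets was 0.952, which is consistent with pancreatic tissue in some pools. The diets account for 12.9% of the variance (exact permutation test, p = 0.746). This test was chosen after pools of a diet were seen to differ, so a low share was likely. Diet alone does not account for the pattern, since the ASP + TFA pools had means of 5.82, 6.02 and 8.33. All high pools came from diets with ASP, and whether ASP has a part in this was not tested.

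Myc differed in its response to ASP with and without MSG by -2.03 on the log2 scale, and 8 genes were lower with ASP + MSG than with TFA. Of the 8, 4 were unnamed gene models with negative log2 fold changes for each single additive too, so their fall is not particular to the combination. Pancreatic tissue in the pools is argued against, since the median log2 fold change of the 8 genes kept a share of 0.982 with the acinar mean as a covariate. With it 6 of the 8 passed. Myc was then at -1.79, Gadd45g at -0.86, EG634650 at -0.80 and Foxq1 at -0.68. With the muscle mean as a covariate the share was 1.02. This cannot decide on muscle tissue, since in the muscle mean all TFA pools lay above all others. With the muscle covariate 1 of the 8 passed, because the covariate is confounded with diet and the standard errors grew, with Myc going from a log2 fold change of -1.85 ± 0.190 to -2.12 ± 0.288 (standard error). Without the 3 pools with the most acinar transcripts, which leaves 1 ASP + MSG + TFA pool, Myc was at -1.67 and no longer passed (adjusted p = 0.0995). The other 17 immediate early and heat shock genes had a median of 0.0931 (SD 0.269) and went both ways, and 3 of them fell when adjusted over the list alone, among them Junb at -0.47. An immediate early response at tissue collection and an effect of the diet on Myc cannot be told apart, since these 3 genes moved with Myc and the stress-inducible Gadd45g, at -0.89, was not in the list.

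Other genes whose response to ASP differed with and without MSG, by limma's interaction test, were Ppih at 2.26, Dleu2 at 0.96, Csnk2a1-rs2 at -0.87, Tas2r109 at -0.75 and Zdhhc24 at -0.70 on the log2 scale. All but Zdhhc24 are read by 1 probe set. Against TFA, Tas2r109 was higher with MSG (0.60), ASP (0.56) and both (0.41), and Dleu2 was lower with each. A difference of the TFA pools alone gives such an interaction too. With the muscle mean as a covariate 0 genes had an interaction. Among gene groups the paper does not discuss, female-biased liver genes had a median log2 fold change of 0.0550 with MSG, acute phase genes 0.207 with ASP and adipocyte markers 0.144 with ASP + MSG. The test for single outlying samples was not run, since a diet had 3 pools.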

How the results depend on the processing

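Alternatives with the marker covariates or without the 3 acinar pools were chosen after the data were seen. Of 126 list results, 2726 of 3276 values under the alternatives kept their direction and side of the threshold, 148 lost the call, 60 gained it, 329 moved and 13 reversed. For 557 gene results it was 12604 of 13326, with 221 lost, 277 gained, 219 moved and 5 reversed. The cause was not tested except where stated. The spread of 3 pools limits all counts.

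With the brighter probe sets only, 9735 probe sets differed between diets, 0 passed with ASP, ASP + MSG or in any comparison, and 2 genes changed with MSG, 7 with ASP, 3 with ASP + MSG, 1 by interaction, 3 between ASP + MSG and ASP and 0 between ASP + MSG and MSG. A trend with robust variance gave 3 probe sets with MSG, 8 with ASP + MSG and 14 genes with ASP + MSG. Array weights gave 5 probe sets in any comparison, 3 with ASP and 5 with ASP + MSG, and 14, 669 and 79 genes with MSG, ASP and ASP + MSG, 142 by interaction, 232 and 3 against ASP and MSG, and 529 moving the same way in all 3 comparisons. With only the 6 arrays compared, 5 probe sets passed in any comparison, 5 with ASP and 0 with ASP + MSG, and 12, 21 and 5 genes changed, with 3 and 2 against ASP and MSG.

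A plain one-way analysis of variance gave 1 probe set in any comparison, 1 with ASP and 0 with ASP + MSG, all probe sets of the table 5, 5 and 1, and adjustment over the 3 comparisons together 3, 3 and 1. Without adjustment but at 1.4-fold, 11419 probe sets passed with MSG, 17627 with ASP, 13865 with ASP + MSG and 32453 in any comparison. With the unadjusted p for diet and 1.4-fold it was 7829, 10653, 8859 and 16146. After adjustment of the p for diet 0 remained, by limma. The median of a gene's probe sets gave 2, 18 and 1 genes, 4 by interaction and 1 against ASP. The probe set with the smallest p for diet gave 1086, 4553 and 1888 genes, 2970 by interaction, 2858 and 551 against ASP and MSG, 1609 the same way and 12 list calls. It picks on p, which raises gene counts by construction, and it reversed Notch4 (1.08) and Alb (-0.55) with MSG, Acox2 (-0.84) and Ncor1 (-1.20) with ASP and Nf1 (-0.70) with ASP + MSG. With an estimated correlation camera gave 0 list calls, and fry 0.

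With the acinar mean as a covariate 7 probe sets passed in any comparison, 7 with ASP, and 0 genes differed between ASP + MSG and MSG. With the muscle mean as a covariate 0 probe sets passed with ASP, ASP + MSG or in any comparison, and 1, 2 and 4 genes changed, 0 by interaction, 1 against ASP and 1207 the same way. It reversed list medians with MSG (PPAR family -0.16, bile acid -0.13, citric acid cycle -0.19, acinar 1.40, genes named higher by the paper -0.0379), ASP (PPAR family -0.14, bile acid -0.15, urea cycle -0.25) and ASP + MSG (fatty acid synthesis -0.0781, citric acid cycle -0.10). The covariate is confounded with diet by construction. Without the 3 acinar pools 5 probe sets passed in any comparison, 0 with ASP and 5 with ASP + MSG, 10 and 34 genes changed with MSG and ASP, 14 and 5 against ASP and MSG, and the acinar median was -0.55 with ASP and -0.76 with ASP + MSG, these pools being the ones that carry the markers. This leaves 1 ASP + MSG + TFA pool, which is assumed to vary like the other diets.

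When each pool was left out, probe sets differing between diets ranged from 15869 (without TFA pool 2) to 20939 (without ASP + TFA pool 3). Probe sets passing ranged from 0 to 32 in any comparison, 0 to 1 with MSG, 0 to 32 with ASP and 0 to 4 with ASP + MSG. Genes changed ranged from 3 to 6 with MSG, 7 to 63 with ASP, 1 to 25 with ASP + MSG, 1 to 21 by interaction, 1 to 45 against ASP and 0 to 4 against MSG, those moving the same way from 199 to 363 and list calls from 15 (without TFA pool 3) to 37 (without TFA pool 1). The acinar median with ASP ranged from -0.55 (without ASP + TFA pool 3, where it reversed) to 0.58. A setting that leaves 2 pools in a diet takes their spread from all diets.

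As a block the replicate number gave 0 probe sets with ASP, ASP + MSG and in any comparison, 14 genes with ASP + MSG and 6 by interaction. Neither the paper nor the labels say what a number marks, and pairing, which would need every pair of arrays with one number to correlate above 0.1, was not taken as given. Of 18 pairs of arrays with one number, 4 had a correlation above 0.1 after the diet means were removed, with a range of -0.342 to 0.351. The 3 pairs of TFA and ASP + TFA arrays were at 0.284, 0.0832 and 0.351, and 8 of 12 arrays had their highest correlation with an array of their own number, a hint from the data and not from the design. A call that ends under the block is not a weaker effect.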

Differences from the paper's values

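The paper's count of liver transcripts with a p of 0.05 for diet is 10117, against 18011 probe sets here at an unadjusted p under 0.05. These probe sets come from 9233 genes. Counts are taken to differ where one is more than 1.5 times the other. Of the alternatives set before the data were examined, the brighter probe sets only gave 9735, which does not differ, and the others do. For transcripts changed in any comparison the paper's count is 8327, against 20 probe sets here at the same adjusted p and fold but with adjustment within each comparison, and 3 with adjustment over the 3 comparisons together, as the paper's methods have it. None of the alternatives came within 1.5 times of it. With the unadjusted p for diet and 1.4-fold it was 16146. For transcripts higher, the paper's counts are 1715 with ASP, 1017 with MSG and 1148 with ASP + MSG, against 2, 0 and 1 here and 1, 0 and 1 with adjustment over the 3 comparisons together, and all alternatives differ. At an unadjusted p under 0.05 for diet and 1.4-fold, 5364, 3568 and 4300 probe sets were higher. In these last counts MSG had the fewest, as in the paper.

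Folds in the paper for ASP + MSG against TFA in liver differ from the mean over a gene's probe sets as follows, with the value under the probe set with the smallest p for diet as an alternative set before the data were examined. A fold is taken to differ where the directions are opposite or the log2 values lie further apart than the SD between pools. The SD is that of the gene, or of that probe set, and was 0.0256 for Abcb4 and 0.425 for Abcd2. It is not the error of a difference between means, so this rule is no test. The paper's 1.7-fold lay inside the 95% interval of the gene mean for Lipg (log2 0.17 to 0.79) and Cyp4a14 (log2 0.061 to 1.03). In this paragraph, only that probe set and the settings named reach the paper's fold. For Ppargc1a the paper's fold down is 1.7, against 1.04 here and 1.69 with that probe set. For Cpt1c the paper's fold up is 1.8, against 1.24 here, 1.89 with that probe set and 1.77 with the brighter probe sets. For Cd36 the paper's value is 1.7, against 1.29 and 1.73, for Lipg the paper's 1.7, against 1.40 and 1.72, for Nr1i3 the paper's 1.43, against 1.13 and 1.43, and for Mef2d the paper's 1.6, against 1.04 and 1.61. For Cyp4a14 the paper's value is 1.7, against 1.46 here and 1.65 with that probe set, 1.49 with array weights, 1.61 without TFA pool 1 and 1.54 without ASP + MSG + TFA pool 1. For falls, Onecut1 is 2.23 in the paper, against 1.55 and 2.23, Hgf the paper's 1.7, against 1.14 and 1.72, and Stat3 the paper's 1.5, against 1.15 and 1.51.

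No setting brought the following within that SD. Srebf2 up is the paper's 1.6, against 1.02 here and 0.878 with the probe set of smallest p. Acacb up is the paper's 1.9, against 1.22 and 0.817, Abca1 the paper's 1.5, against 0.934 and 0.560, Abcb4 the paper's 1.5, against 1.12 and 1.27, Cyp4a10 the paper's 1.7, against 1.03 and 1.10, Acaa1b the paper's 1.7, against 1.24 and 1.54, and Hdac5 the paper's 1.5, against 1.11 and 1.63. Slc4a2 down is the paper's 2, against 1.06 and 1.53, and Lrp2 down the paper's 1.7, against 0.988 and 0.848. The highest single probe set in the paper's direction, looked up after the data were seen and an extreme by choice, was at 1.61 for Srebf2 (of 25), 2.14 for Acacb (of 52), 1.61 for Abca1 (of 49), 1.73 for Abcb4 (of 28), 1.10 for Cyp4a10 (of 4), 1.57 for Acaa1b (of 5), 2.16 for Hdac5 (of 32), 1.63 for Slc4a2 (of 23) and 2.64 for Lrp2 (of 81). Abcd2 up did not differ, at the paper's 1.5 and 1.61 here.

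In directions, the paper has Creb1, Ppara, Ppard, Acot1, Notch1, Pld2, Xdh, Hspg2, Lrp1, Plxnd1, Rock1 and Nf1 higher with ASP + MSG, and no adjusted p here passed. Log2 fold changes were positive in 11 of these 12 and -0.085 for Rock1. The paper has Lrp4 and Nox1 lower, with log2 fold changes here of 0.055 and 0.090 with ASP + MSG and 0.10 for Nox1 with ASP, and neither passed. The probe set with the smallest p for diet called Cpt1c, Acot1, Cd36, Lipg, Acaa1b, Nr1i3, Hdac5, Notch1, Pld2, Onecut1, Hgf and Stat3 with ASP + MSG in the paper's direction, and array weights called Onecut1. It also called Noxo1 lower with ASP. The paper's Discussion names this gene among those that moved alike in both tissues, without giving its direction. Picking on p raises such calls by construction, to 1888 genes with ASP + MSG against 8, and the samples are the paper's own. They are not independent evidence. The same probe set choice called Nf1 lower with ASP + MSG (log2 fold change -0.70, adjusted p = 0.0385), against the paper's direction. Of its ontologies, the fall of hepatic cell cycle genes and the rise of vessel genes were not called in the cell cycle and blood vessel lists in any comparison. The cell cycle list had a low signal in all pools, with means of 6.21 to 6.33, so it could show little of a fall. Higher fatty acid metabolism genes with ASP + MSG are called here as a group for fatty acid synthesis and PPARα targets with the preset correlation, but not with an estimated one (adjusted p = 0.970 and 0.936).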

Other observations

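Kupffer cell and macrophage markers were called lower as a group with ASP + MSG, with the preset correlation only. Of 18 measured, 17 had a negative log2 fold change, at a median of -0.20 (camera adjusted p = 9.52e-07, and adjusted p = 0.814 with an estimated correlation), and 5 fell when adjusted over the list alone. Lysozyme Lyz2 had a log2 fold change of -0.50 ± 0.0962 (standard error; adjusted p = 0.103), Cd5l -0.44 ± 0.114 and the complement receptor Vsig4 -0.34. With ASP the median was -0.068 (camera adjusted p = 0.0287, and adjusted p = 0.936 with an estimated correlation), called no more without TFA pools 2 or 3 or ASP + TFA pool 3, and with MSG it was -0.069 (camera adjusted p = 0.141). The list mean was 7.91 in ASP + TFA pool 3 and 7.87 and 7.86 in ASP + MSG + TFA pools 1 and 2, the pools with the high acinar means, and 8.03 in ASP + MSG + TFA pool 3. Cholesterol synthesis genes fell with MSG (median -0.16, camera adjusted p = 0.00111, and adjusted p = 0.970 with an estimated correlation) and with ASP (median -0.17, camera adjusted p = 1.88e-04, and adjusted p = 0.970 with an estimated correlation), the latter not without ASP + TFA pool 3. Mvd was at -0.50 with MSG and Cyp51 at -0.46 with ASP.

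Acute phase genes rose as a group with ASP, at a median of 0.21 and 22 of 24 positive, with 1 higher when adjusted over the list alone (camera adjusted p = 0.00225, and adjusted p = 0.970 with an estimated correlation), and fell with ASP + MSG, at a median of -0.23 (camera adjusted p = 9.17e-04, and adjusted p = 0.970 with an estimated correlation). Saa1, serum amyloid A, had a log2 fold change of 1.24 ± 0.276 with ASP (standard error; adjusted p = 0.0964), and Fgl1 -0.93 ± 0.275 with ASP + MSG (adjusted p = 0.306). The list mean was 11.47 and 11.21 in ASP + TFA pools 1 and 2 and 10.50 in pool 3, and the calls ended without TFA pool 3 or ASP + TFA pool 1 for ASP and without ASP + MSG + TFA pool 3 for ASP + MSG. The difference between the diets was not tested for this list. Genes of the unfolded protein response fell with ASP + MSG, at a median of -0.19 and with 1 lower when adjusted over the list alone (camera adjusted p = 9.17e-04, and adjusted p = 0.895 with an estimated correlation), not without ASP + MSG + TFA pool 1, with Xbp1 at -0.35, and had a median of 0.046 with ASP (negative test sign, camera adjusted p = 0.995).

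Liver genes that are higher in males fell as a group with ASP + MSG (median -0.12, 3 lower when adjusted over the list alone, camera adjusted p = 0.00452, and adjusted p = 0.828 with an estimated correlation), not without TFA pool 2, with the oxysterol hydroxylase Cyp7b1 at -0.64 and Selenbp2 at -1.01. Those higher in females rose with MSG (median 0.055, mean 0.18, camera adjusted p = 0.0418, and adjusted p = 0.814 with an estimated correlation), with Cyp2b9 at 1.10, a call lost without any 1 of 7 pools. Adipocyte markers rose with ASP + MSG (median 0.14, 2 higher when adjusted over the list alone, camera adjusted p = 0.0418, and adjusted p = 0.828 with an estimated correlation), with adipsin, Cfd, at 0.84, a call lost without any 1 of 6 pools. Interferon-stimulated genes fell with ASP (median -0.089, camera adjusted p = 0.0135, and adjusted p = 0.828 with an estimated correlation), not without TFA pool 1 or ASP + TFA pools 2 or 3. They fell with ASP + MSG as well (median -0.13, camera adjusted p = 0.0341, and adjusted p = 0.828 with an estimated correlation), not without TFA pool 1 or ASP + MSG + TFA pools 1 or 2. The genes that the paper reports as higher with the combination had a median of 0.10 with MSG (camera adjusted p = 9.17e-04, and adjusted p = 0.828 with an estimated correlation), not without TFA pool 3 or MSG + TFA pool 2, and 0.061 with ASP (camera adjusted p = 0.441). They are not independent evidence.

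Lists that did not pass in ASP + MSG livers included gluconeogenesis and insulin signalling (median 0.041, camera adjusted p = 0.205, with 1 higher and 1 lower when adjusted over the list alone), circadian clock genes (-0.0035, adjusted p = 0.770) and antioxidant genes (median 0.019, mean -0.081, adjusted p = 0.995). Glutamate receptors, which bind MSG or its taste, had a median of 0.069 (adjusted p = 0.332) and 1 lower when adjusted over the list alone, with Grm8 at -0.44 and Tas1r3, a subunit of the sweet and umami receptors, at 0.31. Enzymes of alcohol, formaldehyde and folate metabolism, which handle the methanol of aspartame, had medians of 0.049 with ASP (adjusted p = 0.819) and 0.035 with ASP + MSG (adjusted p = 0.441). Immediate early genes had a median of 0.028 and a mean of -0.14, with a negative test sign (adjusted p = 0.332). Over all genes 1 of them, Myc, fell, and 4 fell when adjusted over the list alone, with Junb at -0.47. Markers of lymphocytes (0.12, adjusted p = 0.316), neutrophils (0.060, adjusted p = 0.205, 2 higher when adjusted over the list alone), stellate cells (-0.014, adjusted p = 0.323), cholangiocytes (median 0.033, mean -0.0014, adjusted p = 0.995) and red cells (0.017, adjusted p = 0.995) did not pass. With ASP, the CAR and PXR targets had a median of 0.11 (adjusted p = 0.316), with Cyp2b10 at 1.60.

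In total 24 list tests of 126 passed, 8 up and 16 down. Other splits of the 12 arrays gave a median of 19 and up to 42. Of 100 splits, the real one among them, 30 gave as many, so chance cannot be excluded for this number. For the 18011 probe sets that differed between diets, 3 of 100 splits, the real one among them, were as large. That share is under the 5% set beforehand, but another split reached 18308, so chance is made less likely and is not excluded. The same holds for the 14 interaction genes (3 of 100 splits, highest other 24), of which 1 was left without ASP + MSG + TFA pool 2. The simulation of shared controls did not cover these 2 counts. For the 275 genes moving the same way in all 3 comparisons 4 of 100 splits were as large, with 433 as the highest other, but simulated data without a diet effect that share their controls reached 644, so chance is not excluded for this number. For comparisons of 3 with 3 pools the 10 splits are too few. The real values and the highest of the other splits were 0 and 0 for probe sets with MSG (10 splits as large), 20 and 0 with ASP (1), 3 and 0 with ASP + MSG (1), and for genes 4 and 0 with MSG (1), 59 and 0 with ASP (1), 8 and 0 with ASP + MSG (1), 5 and 23 between ASP + MSG and ASP (2), and 1 and 1 between ASP + MSG and MSG (2). A split gave 23 genes, several times the real 5, and the reason was not tested.

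The 3 comparisons share the TFA pools. Across genes, which are not independent replicates, log2 fold changes with MSG and ASP had a correlation of 0.603, against a mean of 0.478 in simulated data without a diet effect that share their controls. For MSG and ASP + MSG it was 0.571 against 0.494, and for ASP and ASP + MSG 0.547 against 0.483. Covariances exceeded the simulated means by 0.00455, 0.00390 and 0.00533, and all lay within the simulated range. The 275 genes moving the same way (124 up and 151 down) compare with a simulated mean of 73.4 and a range of 0 to 644. Called genes shared by MSG and ASP were 1 higher and 3 lower, by MSG and ASP + MSG 2 lower, and by ASP and ASP + MSG 3 lower, against 0.00118, 0.00514, 0.00118 and 0.0137 for independent calls. The TFA pools are too few to be divided between the comparisons, so the part of this overlap that comes from shared controls was not separated.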
